# Putative genes in alkaloid biosynthesis identified in *Dendrobium officinale* by correlating the contents of major bioactive metabolites with genes expression between Protocorm-like bodies and leaves

**DOI:** 10.1186/s12864-021-07887-6

**Published:** 2021-07-29

**Authors:** Zhaojian Wang, Weimin Jiang, Yingying Liu, Xiaoxi Meng, Xinglong Su, Mengyang Cao, Liping Wu, Nianjun Yu, Shihai Xing, Daiyin Peng

**Keywords:** *Dendrobium officinale*, Protocorm-like body, Polysaccharide, Alkaloid, Flavonoid

## Abstract

**Background:**

*Dendrobium officinale*, an endangered Chinese herb, possesses extensive therapeutic effects and contains bioactive ingredients such as major polysaccharides, alkaloids, and minimal flavonoids. We first obtained the protocorm-like bodies (PLBs) of this plant through tissue culture in order to determine the distribution of the main secondary metabolites in each organelle and the PLBs. We then analyzed the correlation between gene expression level from comparative transcriptome sequencing and metabolite content in different organs to identify putative genes encoding enzymes involved in the biosynthesis of polysaccharides, alkaloids, and flavonoids.

**Results:**

We used seeds as explants for protocorm induction and PLB propagation of *D. officinale*. The optimal medium formula for PLB propagation was 1/2 MS + α-NAA 0.5 mg·L^− 1^ + 6-BA 1.0 mg·L^− 1^ + 2, 4-D 1.5–2.0 mg·L^− 1^ + potato juice 100 g·L^− 1^. Stems, PLBs and leaves of *D. officinale* had the highest content of polysaccharides, alkaloids and flavonoids, respectively. Naringenin was only produced in stem; however, PLBs with high alkaloid content can replace other organs producing alkaloids. The hot water extraction method outperformed the ultrasound-assisted extraction method for extracting polysaccharides from *D. officinale.* A comparative transcriptome analysis of PLBs and leaves of *D. officinale* revealed differential expression of genes encoding enzymes involved in polysaccharide, alkaloid and flavonoid biosynthetic pathways. Putative genes encoding enzymes involved in these biosynthetic pathways were identified. Notably, we identified genes encoding the alkaloid biosynthesis enzymes strictosidine β-D-Glucosidase, geissoschizine synthase and vinorine synthase in *D. officinale*.

**Conclusions:**

The identification of candidate genes encoding enzymes involved in metabolite biosynthesis will help to explore and protect this endangered species and facilitate further analysis of the molecular mechanism of secondary metabolite biosynthesis in *D. officinale*.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-07887-6.

## Background

*Dendrobium officinale* Kimura et Migo, a precious, perennial, epiphytic herb in China and other Asian countries [1], is endangered owing to overexploitation and habitat destruction because of its high medicinal value. The stem of *D. officinale* has been used as a Traditional Chinese Medicine (TCM) since the Tang dynasty about 1300 years ago, its effects are tonifying the stomach, nourishing body fluids, clearing heat, nourishing “yin” and improving immunological function [2]. Furthermore, *D. officinale* plays an important role in treating atrophic gastritis, diabetes, cancer, cardiovascular disease and cataract disease, and in delaying aging [3]. Its bioactive components include major *D. officinale* polysaccharides (DOPs) [4] and alkaloids [5], and minimal flavonoids [6]. DOPs cure hypoglycemia [7], and have antioxidation [8], immunomodulation [9] and anti-tumor effects. Alkaloids of *D. officinale* show antioxidant, anticancer, and neuroprotective activities [10], while flavonoids of *D. officinale* possess good anti-cytotoxicity and antioxidant functions [11].

Polysaccharides are the major medicinal components of *D. officinale* [12], and their biosynthesis includes three main stages in medicinal plants [13, 14]. Firstly, sucrose produced by photosynthesis is converts into two types of monosaccharides—glucose 1-phosphate (Glc-1P) and fructose-6-phosphate (Fru-6P)—via a series of enzymatic reactions. Secondly, these two monosaccharides are extended into various nucleotide-diphospho-sugars (NDP-sugars, with NDP including UDP and GDP) by enzymatic reactions. Finally, all of the NDP-sugars are transformed into macromolecular polysaccharides through successive catalysis by glycosyltransferases (GTs) [15]. The biosynthetic pathway of DOPs was predicted using the KEGG database as shown in Additional file 1 [16, 17]. NDP-sugars can be turned into many types of DOP in the *D. officinale* Golgi complex, catalyzed by different kinds of glycosyltransferases such as glucosyltransferases, fucosyltransferases, mannosytransferases and xylosyltransferases [12, 18]. Water-soluble polysaccharides, mostly mannose and to a lesser extent glucose, are the dominant DOPs in *D. officinale* stems [19]. Mannan polysaccharide is catalyzed by mannan synthases, which are encoded by members of the *Cellulose synthase-like A* (*CslA*) family [20, 21] (Additional file 1).

Alkaloids are another major medicinal component of *D. officinale*, most of which are terpenoid indole alkaloids (TIAs) [22]. Many types of TIAs are formed from a strictosidine backbone precursor [23], representing a conserved upstream biosynthetic pathway for TIAs in plants producing various specific downstream alkaloids [24]. Moreover, there might be a series of P450 monooxygenases and aminotransferases following strictosidine in the downstream biosynthetic pathway of TIAs [25]. Cytochrome P450s are involved in oxidation and hydroxylation reactions, while aminotransferases transfer amino acids to form alkaloids, which are nitrogenous amino acid derivatives [26]. A *polyneuridine-aldehyde esterase* (*PNAE*) gene participates in 16-epivellosimine biosynthesis in *D. officinale* [12]. Therefore, based on the KEGG database and chemical structure of the compounds, we proposed a putative alkaloid biosynthetic pathway of *D. officinale* (Additional file 2) [18, 22, 27]. In this downstream alkaloid biosynthetic pathway, strictosidine is catalyzed to strictosidine aglycone by β-D-glucosidase (SG). The conversion of strictosidine aglycone to 4,21-dehydro-geissoschizine is catalyzed by successive unknown enzymes, and 4,21-dehydro-geissoschizine is reciprocally catalyzed to geissoschizine by another unknown enzyme. We predict that vinorine might be one of the alkaloids in *D. officinale*, biosynthesized from 16-epivellosimine via the catalysis of vinorine synthase (VS).

Flavonoids all originated from two intermediates (L-tyrosine and L-phenylalanine) produced by the shikimate pathway in plants, which generates p-coumarinyl-CoA via enzyme catalysis of p-cinnamic acid and cinnamoyl-CoA, respectively [28]. Different types of flavonoids, such as flavone, flavanone, flavonol and anthocyanin, are then produced by various enzymatic reactions from p-coumaryl-CoA [29]. Among these flavonoids, naringenin is important and has many clear effects on the human body, such as inhibiting the inflammatory response of many cell types [30] and having hypotensive [31], anti-fibrotic and anti-cancer as well as hepatoprotective effects [32]. Chalcone isomerase (CHI) catalyzes naringin chalcone to naringin, which is condensed from three malonyl-CoAs and one p-coumaryl-CoA via chalcone synthase (CHS) [33]. The putative biosynthesis pathway of flavonoids in *D. officinale* is shown in Additional file 3 [34].

Wild *D. officinale* is endangered and on the IUCN Red List of Threatened Species [34]. Therefore, it is imperative to conserve wild resources of *D. officinale* and seek alternative ways to propagate it. Tissue culture technology may be a suitable method for *D. officinale* breeding via the induction of protocorms from embryogenic tissues. Protocorm-like bodies (PLBs) from non-embryogenic tissues of *D. officinale* have been induced [35]; however, the content of the main bioactive compounds in *D. officinale* PLBs varies with medium formulae and the elicitors used as additives [36].

This study aimed to establish a system for protocorm and PLB induction and proliferation for *D. officinale*. We compared the contents of main metabolites such as polysaccharides, alkaloids, flavonoids and naringenin (one of the special flavonoids) in PLBs and organs from the original plant. There were significant differences in contents of these metabolites between PLBs and plant organs, suggesting that PLBs and leaves were good for analyzing the expression levels of candidate enzyme-encoding genes involved in the specific biosynthetic pathways of these metabolites in *D. officinale*. Based on the differential expression of genes (DEGs) from transcriptome sequencing, we identified or verified putative genes encoding enzymes involved in biosynthetic pathways of the main metabolites. This study will help to conserve *D. officinale* resources and more deeply understand and study the biosynthesis and regulation of its main metabolites.

## Results

### Protocorm and PLB induction of *D. officinale*

We screened the optimal explants for PLB induction and the optimum formula for PLB propagation in order to construct a comprehensive system for PLB proliferation and protocorm/PLB induction for *D. officinale*. Induction rate and the growth status were determined among the five explants: capsules approaching maturity, leaves, stem tips, stem fragments and stems with nodes. Seeds was the most suitable material for protocorm of PLB induction, and capsules approaching maturity were collected and punctured to release seeds under sterile condition because of the tiny seeds (Table 1).

**Table 1:** Effects of different explants on protocorms and PLBs induction

Explants	Seeds	Leaves	Stem fragments	Stem tips	Stem with nodes
Induction rate (%)	100 ± 0.0	43 ± 0.9	25 ± 1.8	52 ± 1.6	31 ± 1.9
Growth status	Well	Common	Not good	Common	Common

An L_16_(4^5^) orthogonal experiment was designed for screening the best protocol for PLB propagation of *D. officinale*. The best formula was A3B3C2D1(2)E2, with factor C (6-BA [6-benzylaminopurine] content) being the most important factor because of its high R value. A verification experiment with formula A3B3C2D2E2 was conducted with 40 replicates, and the propagation coefficient was up to 4.37 (Table 2, Fig. 1 a). The optimal formula for PLB propagation of *D. officinale* was 1/2 MS + α-NAA (α-naphthylacetic acid) 0.5 mg·L^− 1^ + 6-BA 1.0 mg·L^− 1^ + 2, 4-D (2,4-dichlorophenoxyacetic acid) 1.5–2.0 mg·L^− 1^ + potato juice 100 g·L^− 1^.

**Table 2:** The effects of different factors on PLBs proliferation

Levels		Factors				Propagation coefficient
	Media (A)	α-NAA (B) mg·L^−1^	6-BA (C) mg·L^− 1^	2,4-D (D) mg·L^− 1^	Potato juice (E) g·L^− 1^	
1	1/4MS	0.1	0.5	1.5	50.0	2.14
2	1/4MS	0.2	1.0	2.0	100.0	3.98
3	1/4MS	0.5	1.5	2.5	150.0	3.23
4	1/4MS	1.0	2.0	3.0	200.0	1.98
5	1/2MS	0.1	1.0	2.5	200.0	4.54
6	1/2MS	0.2	0.5	3.0	150.0	1.83
7	1/2MS	0.5	2.0	1.5	100.0	4.57
8	1/2MS	1.0	1.5	2.0	50.0	3.11
9	MS	0.1	1.5	3.0	100.0	3.42
10	MS	0.2	2.0	2.5	50.0	2.75
11	MS	0.5	0.5	2.0	200.0	4.63
12	MS	1.0	1.0	1.5	150.0	5.02
13	2MS	0.1	2.0	2.0	150.0	2.65
14	2MS	0.2	1.5	1.5	200.0	1.93
15	2MS	0.5	1.0	3.0	50.0	4.87
16	2MS	1.0	0.5	2.5	100.0	2.53
K1	2.83	3.19	2.78	3.60	3.22	
K2	3.51	2.62	4.60	3.59	3.62	
K3	3.96	4.32	2.92	3.26	3.18	
K4	3.00	3.16	2.99	3.02	3.27	
R	1.13	1.16	1.82	0.52	0.44

**Fig. 1:**
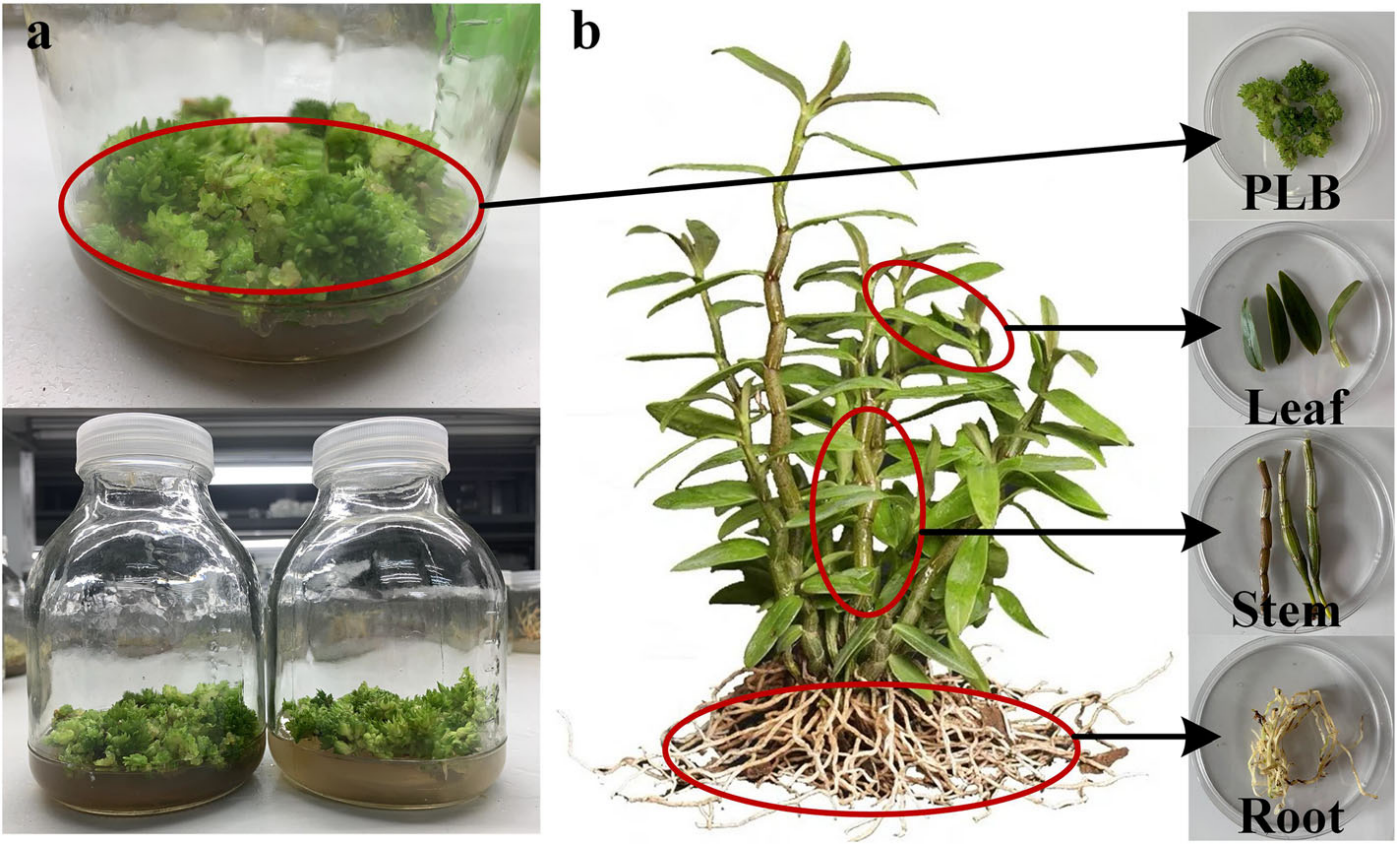
Determination of polysaccharide, alkaloid and flavonoid contents in three different organs of *D. officinale* and protocorms. **a** PLBs of *D. officinale* obtained by tissue culture. **b** Samples from different parts of *D. officinale*

### Total content of polysaccharides, alkaloids and flavonoids in PLBs and organs of *D. officinale*

We determined contents of polysaccharides, flavonoids and alkaloids in various organs of *D. officinale*, including the whole plant, root, stem, leaf and PLB (Fig. 1 b). Significant differences in contents of these three components among samples were detected by variance analysis and multiple comparisons (Fig. 2).

**Fig. 2:**
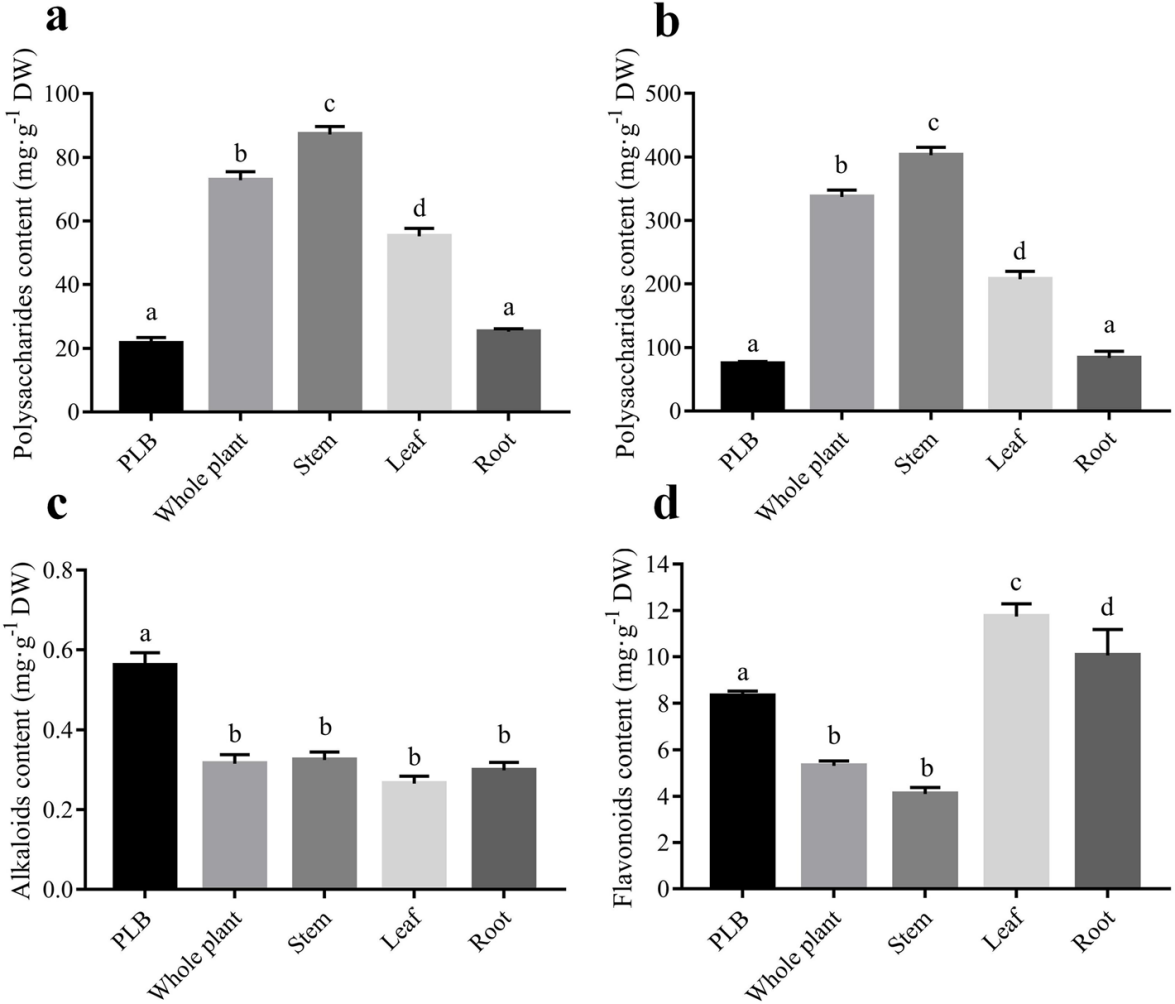
Determination of the content of polysaccharides, alkaloids and flavonoids in PLBs and different organs of *D. officinale*. **a** Contents of total DOPs in PLBs and different organs using the hot water extraction (HWE) method. **b** Contents of total DOPs in PLBs and different organs using the ultrasound-assisted extraction (UAE) method. **c** Contents of total alkaloids in PLBs and different organs. **d** Contents of total flavonoids in PLBs and different organs. DW, dried weight of samples. Different letters associated with bars within the same histogram represent significant differences at *p* ≤ 0.05 or 0.01

#### Differential contents of Total polysaccharides (DOPs)

The regression equations for the D-glucose standard curves obtained using ultrasound-assisted extraction (UAE) and hot water extraction (HWE) methods of polysaccharide extraction were Y = 0.0491X -0.0035 (R^2^ = 0.9997) and Y = 0.0684X - 0.0323 (R^2^ = 0.9998) at 488 nm, respectively (Additional file 4). Contents of polysaccharides in PLBs and organs measured using two different extraction methods showed the same content distribution, but the extraction rate using the HWE method was higher than that using the UAE method (Fig. 2 a and b). We therefore concluded that the HWE method was better for DOP extraction.

Distributions of DOPs in plant organs were as follows: stem > whole plant > leaf > root. The stem of *D. officinale* had the highest content of polysaccharides among all organs at 402.93 mg·g^− 1^ DW (Dried weight). While, PLBs had a lower content of polysaccharides than plant organs with average amount of 75.30 mg·g^− 1^ DW (Fig. 2).

#### Differential contents of Total alkaloids

The equation for the standard curve using dendrobine as reference was Y = 0.1154X-0.0048 (R^2^ = 0.9990), with absorbance detected at 620 nm (Additional file 4). We observed no significant differences in total alkaloid contents among different parts of *D. officinale* by multiple comparisons [all around 0.3 mg·g^− 1^ DW]. Meanwhile, the total alkaloids contents in PLBs ranged up to 0.56 mg·g^− 1^ DW, which was almost twice as high as that of *D. officinale* plant organs (Fig. 2 c). PLBs can therefore be used as alternative materials for dendrobine extraction.

#### Differential contents of Total flavonoids and Naringenin

The regression equation for the standard curve for total flavonoids measured using rutin as the reference was Y = 0.0114X-0.0009, with R^2^ = 0.9992 and absorbance is at 510 nm. *D. officinale* stems had the lowest content of total flavonoid, with only 4.07 mg·g^− 1^ DW, which was consistent with most findings reported previously [34]. Leaf had the highest content of total flavonoids at 11.74 mg·g^− 1^ DW followed by root (Additional file 4). The total flavonoids content in PLBs was higher than that in the whole plant and stem, but lower than that in the leaf and root (Fig. 2 d). Considering the low biomass of leaf and root in *D. officinale*, PLBs would be the most suitable materials for extracting total flavonoids of *D. officinale*.

The content of naringenin, an important flavonoid was determined by HPLC-UV, and the chromatogram showed a retention time (RT) was at 44.8 min (Fig. 3 a). The regression equation of the standard curve for naringenin was Y = 2624X + 0.6714, R^2^ = 0.9999 (Fig. 3 b). Naringenin could only be quantified in the stems of *D. officinale*, which is consistent with a previous study in *D. officinale* [37], and the average content was approximately 0.029 mg·g^− 1^ DW. No naringenin was detected in the PLBs of *D. officinale*, indicating that PLBs cannot be used as an alternative material for naringenin extraction (Fig. 3 c). Based on similarity in naringenin content between the whole plant (0.021 mg·g^− 1^ DW) and the stem (approx 0.029 mg·g^− 1^ DW), we concluded that naringenin derives mainly from the stem. We also established that the biomass of *D. officinale* was mainly from stems (Additional file 4).

**Fig. 3:**
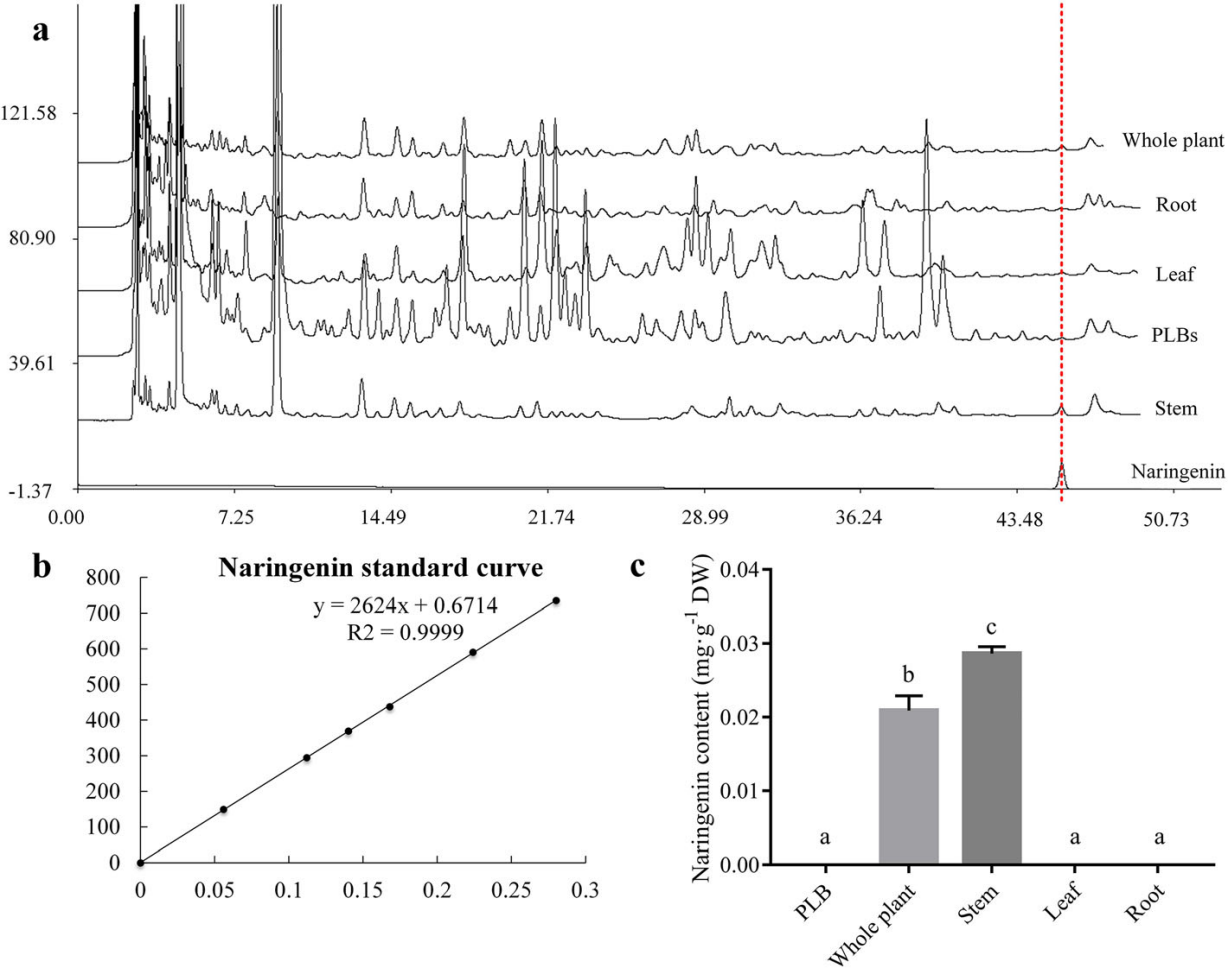
Determination of the naringenin. Content in *D. officinale*. **a** HPLC-UV chromatogram of *D. officinale* samples and naringenin standard. **b** Standard curve of naringenin; X-axis represents naringenin content, and Y-axis represents peak area. **c** Content of naringenin in PLBs and different organs of *D. officinale*. DW, dried weight of the samples. Different letters associated with bars within the same histogram represent significant differences at p ≤ 0.05 or 0.01

### Sequencing, assembly and Unigenes functional annotation

A total of 39.11 Gb transcriptomic data were generated using the BGISEQ-500 platform. 

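For RNA-Seq, RNA of leaves from greenhouse plants and of PLBs, which are masses of protocorm-like tissue propagated in culture, was sequenced in 3 libraries per tissue: leaf replicates A10, A11 and A12 and PLB replicates A13, A14 and A15. The authors deposited for each library the estimated number of reads per unigene (expected counts), TPM and FPKM. For the whole series they deposited a table that joins the FPKM values with their own comparison of PLBs against leaves and with the annotation. The methods name BLAST for mapping the reads to the reference transcriptome, and the paper's text does not name the program that estimated the counts. Expected counts summed to between 17602153 and 18408442 per leaf library (median 18357748) and between 17697113 and 18219217 per PLB library (median 18198027). These totals are the depth behind every value given here, whereas the total the paper gives is in sequenced bases over all libraries. Between 59.1% and 64.9% of the expected counts above 0 in a library were not whole numbers, as arises when a read that matches several contigs is divided among them, so contigs of one gene do not give independent values. The expected counts were rounded to whole numbers and compared by the quasi-likelihood F test of edgeR with TMM scaling, after removal of unigenes with low counts (filterByExpr), and p was adjusted by the Benjamini-Hochberg method. Across unigenes, which are not independent replicates, Pearson's r of the log2 counts scaled to library size lay between 0.970 and 0.971 for pairs of leaf libraries, between 0.946 and 0.949 for pairs of PLB libraries and between 0.403 and 0.456 for a leaf and a PLB library. Pairs of replicates differed by more than sampling noise, with a chi-square per degree of freedom of 5.19 to 6.19 within leaves, 16.6 to 19.5 within PLBs and 162 to 175 between the tissues. With 3 libraries per tissue an exact permutation test of a single value cannot go below p = 0.1. As a check of the tissue labels, unigenes of the light-harvesting chlorophyll proteins had a mean FPKM of 201 ± 21.5 in leaves and 18.5 ± 9.02 in PLBs (SD, n = 3), and their summed counts fell by 3.76 on the log2 scale (SE 0.41, adjusted p 7.85e-05), with the same direction and call under all 15 alternative settings.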

Clean reads were assembled using Trinity software and then clustered to remove redundancy and obtain unigenes using Tgicl. We obtained 157,901 unigenes (Additional file 5). 

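In the deposited table, 69440 unigenes (44.0%) are contigs of 15206 clusters, which share a cluster number, and 88461 stand alone, so that the assembly holds 103667 clusters and unclustered unigenes.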

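Lengths in the deposited table run from 200 to 22823 bp over 157901 unigenes, with a median of 817 bp and a mean of 1282 bp. The sum of the lengths is 202415413 bp, and unigenes of at least 2194 bp hold the larger part of it (N50). GC content was not analysed here, since the table holds no sequences.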

The total length, average length, N50, and GC content were 202,415, 413 bp, 1281 bp, 2194 bp, and 40.39%, respectively.

We mapped all unigenes to the major functional databases for annotation. There were 99,474 (NR: 63.00%), 96,634 (NT: 61.20%), 62,695 (SwissProt: 39.71%), 68,459 (KOG: 43.36%), 71,648 (KEGG: 45.38%), 68,281 (GO: 43.24%) and 65,117 (Pfam: 41.24%) unigenes with functional annotations (Additional file 6). Moreover, 73,300 coding sequences were detected using Transdecoder software, 36,670 simple sequence repeats (SSRs) were found distributed among 28,910 unigenes, and 2893 unigenes encoding transcription factors were predicted.

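Counted in the deposited table, 99474 unigenes carry a match in NR, 96634 in NT, 62695 in SwissProt, 68459 in KOG, 71648 in KEGG, 68281 in GO and 65117 in Pfam. The KEGG annotation assigns 4137 different orthologs when the ortholog listed at the top for a unigene is taken, 15693 unigenes list more than 1 ortholog, and 37698 unigenes carry a KEGG pathway.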

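A transcription factor family is given for 2893 unigenes (1.83%) in the deposited annotation, over 55 families. Coding sequences and SSRs were not analysed here.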

### Identification and KEGG pathway enrichment of differentially expressed genes (DEGs)

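FPKM was above 0 in at least 1 of the 6 libraries for 148314 unigenes and 0 in every library for 9587. An FPKM of at least 1 in at least 1 library was reached by 105216 unigenes, and a mean FPKM of at least 1 in leaves or in PLBs by 72425.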

We quantified expression of 148,314 unigenes from the 157,901 unigenes assembled based on FPKM ≥1.0. 

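Of 70383 unigenes with enough counts to be tested, 27948 (39.7%) differed between leaves and PLBs at an adjusted p of at most 0.001 and a log2 fold change of at least 1 in size. Scaling by library size only in place of TMM moved the median log2 fold change of all tested unigenes from 7.83e-04 to 0.318 and gave 28210 such unigenes. A Poisson test of the counts pooled over the 3 libraries of a tissue, in which the spread between replicates is not used, called 50608 of the same tested unigenes. Without the filter on low counts, a setting chosen after the data had been seen, it called 67101, the largest number of any setting. Leaving out 1 library lowered the number to 12720 without A10, 12018 without A11, 11278 without A12, 17822 without A13, 16788 without A14 and 17345 without A15. When the counts were summed over the contigs of each cluster before the fit, 14675 of 36425 clusters and unclustered unigenes were called.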

Poisson distribution method with log_2_FC (fold change) values ≥1.0 or ≤ − 1.0 and false discovery rate (FDR) ≤ 0.001 identified 71,307 DEGs between leaf and PLB. Among these DEGs, 39,597 unigenes were up-regulated and 31,710 unigenes were down-regulated in PLBs compared with leaf (Fig. 4 a). 

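The replicate-based test called 11858 unigenes (42.4%) higher and 16090 (57.6%) lower in PLBs, but with library size only 14296 (50.7%) were higher and 13914 lower, and limma on log2 FPKM with a pseudocount of 0.1 gave 50.6% higher. Without 1 library, the numbers higher and lower were 5197 and 7523 (without A10), 4978 and 7040 (A11), 4591 and 6687 (A12), 6879 and 10943 (A13), 5913 and 10875 (A14) and 6534 and 10811 (A15). Among 3947 called unigenes with an FPKM of at least 1 in every library and a mean of at least 10, the largest rise was that of Unigene13923_All, a hypothetical protein, from 19.8 ± 5.36 to 4343 ± 706 FPKM (SD, n = 3, log2 fold change 7.46, SE 0.30, adjusted p 4.31e-06). Next came CL5972.Contig3_All (log2 fold change 7.34, and 5.40 for the sum of the 6 contigs of its cluster) and CL7225.Contig1_All (6.87, and 6.84 for its cluster). The largest fall was that of Unigene28450_All, annotated as abscisic stress-ripening protein 1, from 366 ± 21.5 to 1.53 ± 0.269 FPKM (SD, n = 3, log2 fold change -8.20, SE 0.20, adjusted p 1.63e-06). Next came CL8611.Contig4_All, a small chain of ribulose bisphosphate carboxylase (-8.09, and -5.26 for its cluster), and CL6047.Contig4_All, an inositol-3-phosphate synthase (-7.69, and -1.06 for its cluster).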

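With FPKM above 0 in at least 1 of the 3 libraries of a tissue as the rule, 22976 unigenes were expressed only in leaves, 27242 only in PLBs and 98096 in both. Many of the unigenes seen in 1 tissue have few reads: the median over the 3 libraries is 7 counts for those seen only in leaves and 4 for those seen only in PLBs, and 55.3% and 70.4% of them have under 10 counts, so that expression in the other tissue below this depth was not detectable. These unigenes hold 4.79% of the counts of the leaf libraries and 2.78% of those of the PLB libraries. With a mean FPKM of at least 1 in a tissue as the rule for all unigenes, which also moves unigenes seen in both tissues, the numbers were 20018 in leaves only, 25363 in PLBs only and 27044 in both. The order of the smaller groups depends on the rule and on single libraries. With FPKM above 0 in all 3 libraries of a tissue, 22608 were seen only in leaves and 22551 only in PLBs. Without A13 the numbers were 27731 and 23203, and without A15 27254 and 20501.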

A Poisson distribution revealed that 27,242 unigenes were specifically expressed in leaves, 11,976 unigenes were expressed only in PLBs, and 98,096 unigenes were expressed in both of these samples (Fig. 4 b, Additional file 7). 

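Of the 27948 called unigenes, 12841 (45.9%) have a log2 fold change of at least 5 in size, and 7382 have 0 counts in every library of 1 tissue, 2440 of them in leaves and 4942 in PLBs. Mean levels of leaves and PLBs, compared across genes, which are not independent replicates, had a Pearson's r of 0.438 over 73770 unigenes, 0.711 over 37832 clusters and unclustered unigenes and 0.832 over 4107 KEGG orthologs.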

The large number of DEGs identified demonstrated significant differences between leaves and PLBs, which directly reflected the critical difference in the appearance of the different tissue types.

**Fig. 4:**
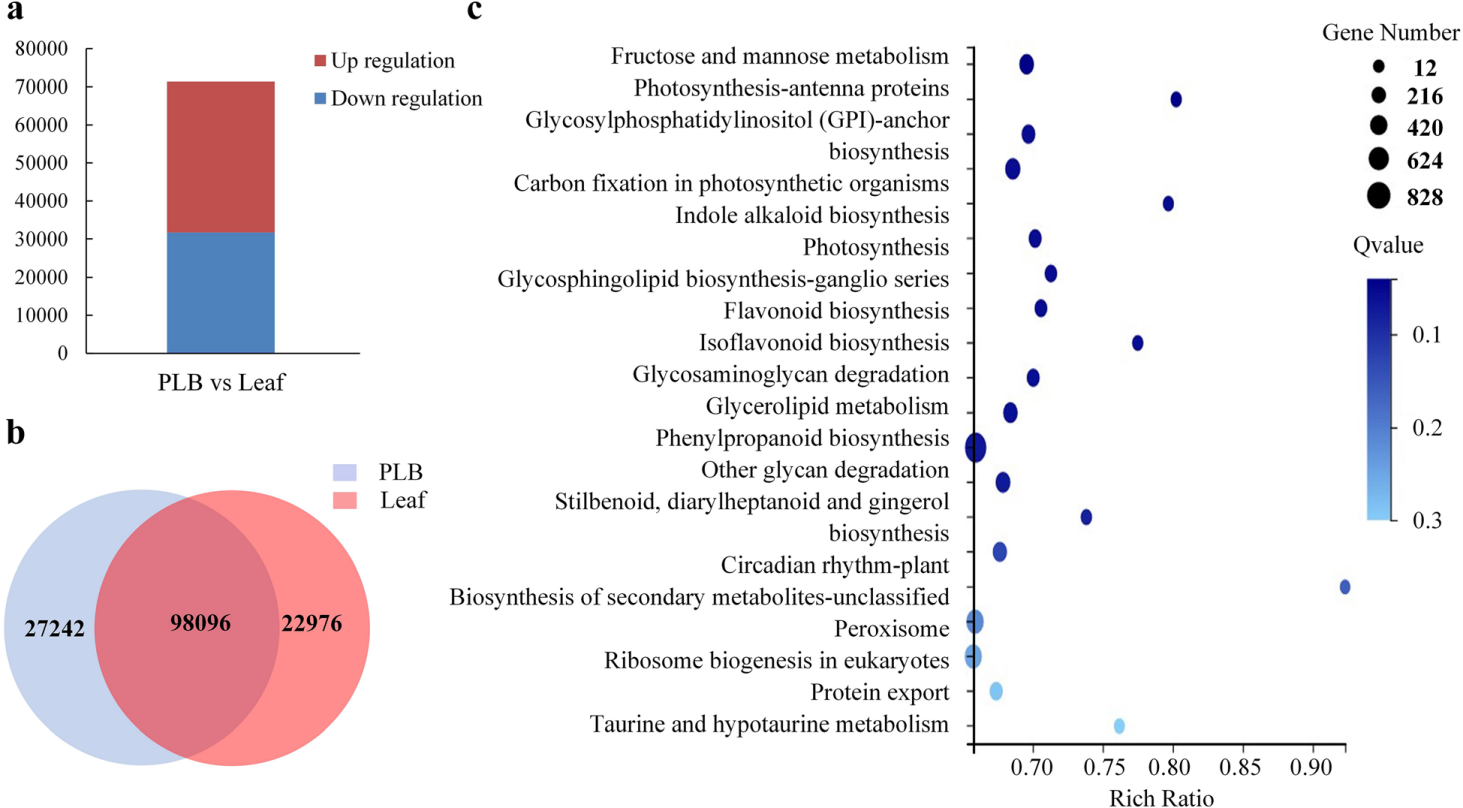
Identification of differentially expressed genes and KEGG pathway analysis. **a** Number of up-regulated and down-regulated genes in PLB compared with leaf. **b** Venn diagram showing genes expressed specifically in leaves and PLBs. **c** Bubble diagram showing enrichments of DEGs between leaves and PLBs in KEGG pathways

KEGG enrichment analysis of 71,307 DEGs identified in PLBs versus leaves revealed that these genes were associated with 135 mapped pathways (Additional file 8). 

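Enrichment was tested here for the 27948 unigenes called by the replicate-based test, with a hypergeometric test per pathway against the 26288 tested unigenes that carry a pathway, of which 11039 (42.0%) were called. Among 139 pathways, 8 reached q of at most 0.05. Photosynthesis (125 of 200 unigenes called, 62.5%, q 4.25e-07), glyoxylate and dicarboxylate metabolism (234 of 419, q 4.25e-07) and carbon fixation in photosynthetic organisms (207 of 387, 53.5%, q 1.36e-04) had the lowest q. They were followed by ascorbate and aldarate metabolism (282 of 557, q 7.03e-04) and isoflavonoid biosynthesis (43 of 65, 66.2%, q 0.00200). The others were carbon metabolism (620 of 1329, q 0.00559), biosynthesis of secondary metabolites (2428 of 5529, q 0.0120) and glycine, serine and threonine metabolism (168 of 338, q 0.0417). The background moved the number of pathways most: against all 37698 unigenes with a pathway, tested or not, 13 pathways passed.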

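Not every pathway tied to the metabolites or to photosynthesis reached q of at most 0.05. Flavonoid biosynthesis had 107 of 208 unigenes called (51.4%, q 0.0559) and photosynthesis antenna proteins 34 of 59 (57.6%, q 0.118). Phenylpropanoid biosynthesis had 367 of 850 (43.2%, q 0.803), fructose and mannose metabolism 151 of 363 (41.6%, q 1) and indole alkaloid biosynthesis 16 of 45 (35.6%, q 1). Several of these calls depend on a setting or on 1 library. Flavonoid biosynthesis passed against all unigenes with a pathway (q 2.84e-04) and without A10 (0.0112), A11 (0.00512), A12 (0.0119), A13 (0.0394) or A15 (0.0319), though not without A14 (0.146). Isoflavonoid biosynthesis was lost without A11 (q 0.0637) or A14 (0.103), with cluster sums (0.318) and with the pooled Poisson calls (0.0823), and carbon fixation with the pooled Poisson calls (0.0527). Phenylpropanoid biosynthesis passed with the pooled Poisson calls (q 0.0487) and with cluster sums (0.00585), and antenna proteins with cluster sums (0.0116) and without A15 (1.47e-05). The called unigenes were mostly lower in PLBs for photosynthesis (112 lower, 13 higher), carbon fixation (149 and 58) and flavonoid biosynthesis (69 and 38), and more often higher for isoflavonoid biosynthesis (18 lower, 25 higher).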

The genes were mainly enriched in “phenylpropanoid biosynthesis”, “flavonoid and isoflavonoid”, “carbon fixation and photosynthesis”, “fructose and mannose metabolism”, and “indole alkaloid biosynthesis”. (Fig. 4 c).

### Differential expression of genes involved in polysaccharide biosynthetic pathways

Polysaccharides were much more abundant in leaves than in PLBs. 

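For each enzyme of Additional file 12, the counts of all unigenes with the enzyme's KEGG ortholog at the top of their list were summed per library. Where that file gives no usable ortholog, unigenes were found by the enzyme's name in the annotation. The sums were tested by edgeR over all 4103 orthologs with enough counts, with a call at an adjusted p under 0.05. FPKM of an enzyme is the mean over its unigenes in a library, given as mean ± SD over the 3 libraries of a tissue. Of all orthologs, 3107 were called, 1524 (49.1%) of them higher in PLBs. With scaling by library size only, chosen after the data had been seen, the median log2 fold change of all orthologs moved from 0.01 to 0.26 and 62.8% of the called orthologs were higher. Among 31 enzymes of polysaccharide biosynthesis, 3 were called higher and 19 lower in PLBs and 9 were not called, and adjusted over the list alone the numbers were again 3 and 19. Library size only moved these numbers most among the scalings, to 8 higher and 17 lower, and 5 were higher without A13 and 5 without A14. For GGT and RMD no NR, SwissProt or KEGG description of a unigene held the enzyme's name, so neither was analysed here.

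**Figure D1:**
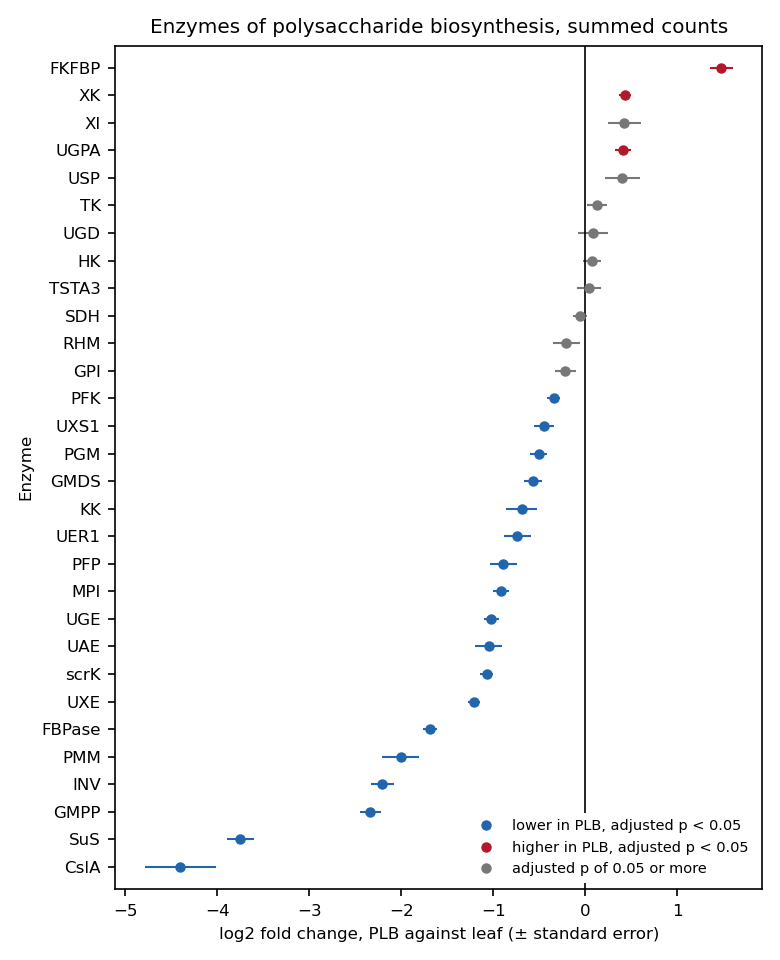
Log2 fold change of the summed counts, PLB against leaf, for 30 of the 31 enzymes of polysaccharide biosynthesis, with points for the estimate from 3 libraries per tissue and bars for the standard error. Blue points were called lower and red points higher in PLBs at an adjusted p under 0.05 and grey points were not called; CslA (-4.40) and SuS (-3.75) lie farthest to the left and FKFBP (1.48) farthest to the right.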

We therefore studied the differences in expression of genes encoding enzymes involved in polysaccharide biosynthesis between PLBs and leaves (Fig. 5). Expression levels of some genes were much higher in leaves than in PLBs, such as genes encoding INV, CslA, FBPase, PFP, MPI, scrK, KK, USP, UGPA, PMM, GMPP and UXS1. 

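Of these 12 enzymes, 10 were called lower in PLBs. FBPase fell from 21.1 ± 0.828 FPKM in leaves to 7.52 ± 0.469 in PLBs (SD, n = 3, 16 unigenes; log2 fold change of the summed counts -1.68, SE 0.08, adjusted p 1.15e-06). PMM fell from 23.0 ± 0.632 to 7.19 ± 2.16 (7 unigenes; -2.01, SE 0.20, adjusted p 4.92e-05). GMPP fell from 24.4 ± 2.04 to 6.13 ± 0.798 (29 unigenes; -2.33, SE 0.11, adjusted p 1.51e-06). Smaller falls were found for scrK (log2 fold change -1.07, SE 0.07, adjusted p 4.97e-06), MPI (-0.91, SE 0.09, 3.76e-05) and PFP (-0.89, SE 0.14, 6.66e-04). For each of these 6, every leaf library lay above every PLB library in FPKM, and all 15 alternatives kept the direction and the call. KK fell from 2.38 ± 0.0675 to 1.04 ± 0.206 FPKM (SD, n = 3, log2 fold change -0.69, SE 0.17, adjusted p 0.00590), but the KK unigene with the most counts alone rose by 5.90. UXS1 had a log2 fold change of -0.45 (SE 0.10, adjusted p 0.00470) and was not called with library size only (-0.20) or with limma on log2 mean FPKM (-0.21). UGPA was called higher in PLBs, with 5.59 ± 0.314 FPKM in leaves and 9.39 ± 0.707 in PLBs (SD, n = 3, log2 fold change 0.41, SE 0.09, adjusted p 0.00314). It was not called when unigenes with the ortholog anywhere in their list were summed (0.19). USP had 0.673 ± 0.0340 FPKM in leaves and 0.818 ± 0.238 in PLBs (SD, n = 3, 0.40, SE 0.19, adjusted p 0.0817) and was called higher with DESeq2 (0.41), library size only (0.65), any listed ortholog (1.11) or the unigene with the most counts (0.32), and without A14 (0.62).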

A higher level of gene expression was positively correlated with a higher content of polysaccharide in leaves. Compared with PLBs, the *INV* gene was highly expressed while *SuS* gene expression was increased mildly in leaves, indicating that more sucrose was required to biosynthesize more downstream polysaccharides. 

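Mean FPKM over 26 INV unigenes was 2.95 ± 0.183 in leaves and 0.782 ± 0.106 in PLBs (SD, n = 3, log2 fold change of the summed counts -2.20, SE 0.13, adjusted p 2.77e-06), and 9 of them were called lower and 1 higher in PLBs on their own. Over 32 SuS unigenes it was 104 ± 6.66 in leaves and 8.78 ± 1.59 in PLBs (SD, n = 3, -3.75, SE 0.15, adjusted p 6.58e-07), with 13 unigenes called lower. Every leaf library lay above every PLB library for both enzymes, and all 15 alternatives kept both directions and calls. SuS thus changed by more than INV on the log2 scale, by several times the standard errors, though the difference between the changes was not itself tested. From the high INV expression in leaves, beside a milder rise of SuS there, the paper reasons that leaves need more sucrose to make downstream polysaccharides.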

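CslA (cellulose synthase-like A) had a mean FPKM over 38 unigenes of 9.54 ± 1.77 in leaves and 0.580 ± 0.244 in PLBs (SD, n = 3). Its summed counts changed by a log2 fold change of -4.40 (SE 0.39, adjusted p 2.37e-05), and 15 of its unigenes were called lower and 1 higher in PLBs. Under all 15 alternatives CslA was called lower in PLBs.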

Lower expression of a gene encoding CslA was positively correlated with the lower polysaccharides (mainly mannose monosaccharides) content in PLBs (Fig. 5 a).

**Fig. 5:**
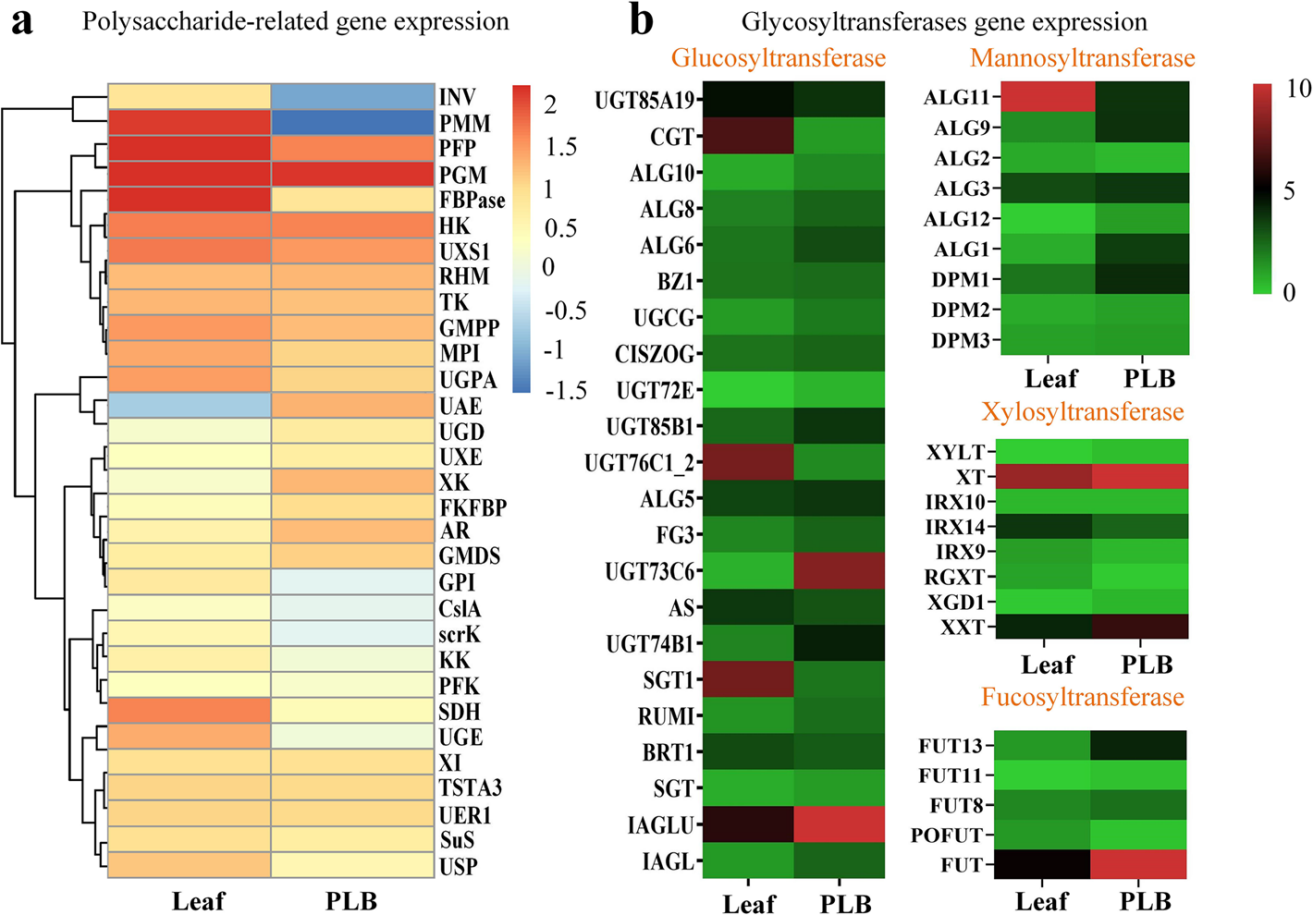
Average expression level of putative genes encoding key enzymes involved in polysaccharide biosynthesis of *D. officinale* between leaves and PLBs. **a** Heatmap showing known putative genes in polysaccharides biosynthesis. **b** Heatmap showing uncertain glycosyltransferases in DOP biosynthesis

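Among PGM, HK, TK, UXE, PFK, TSTA3 and UER1, 4 enzymes were called lower in PLBs. UXE fell from 6.17 ± 0.107 FPKM in leaves to 3.46 ± 0.192 in PLBs (SD, n = 3, log2 fold change of the summed counts -1.21, SE 0.07, adjusted p 2.51e-06) and UER1, with 1 unigene, from 94.6 ± 2.98 to 66.8 ± 14.6 (-0.74, SE 0.15, adjusted p 0.00245), both with the same call under all 15 alternatives. PGM fell from 57.1 ± 0.757 to 47.7 ± 5.39 FPKM (SD, n = 3, -0.51, SE 0.10, adjusted p 0.00157) and was not called with limma on log2 mean FPKM (-0.27). PFK fell from 3.93 ± 0.0514 to 3.20 ± 0.214 FPKM (SD, n = 3, -0.34, SE 0.07, adjusted p 0.00278) and was not called with library size only (-0.09). HK, TK and TSTA3 were not called. HK had 3.77 ± 0.0817 FPKM in leaves and 5.13 ± 0.616 in PLBs (SD, n = 3, log2 fold change 0.07, SE 0.10, adjusted p 0.519). It was called higher in PLBs with library size only (0.32), with limma (0.43) and without A13 (0.18), and lower by its unigene with the most counts (-0.38). TK had 3.09 ± 0.0836 and 3.98 ± 0.617 FPKM (SD, n = 3, 0.13, SE 0.11, adjusted p 0.298), with a call higher under library size only (0.38), limma (0.34) and without A14 (0.23), and lower by its unigene with the most counts (-0.57). For TSTA3 the values were 9.64 ± 0.493 and 11.2 ± 1.77 FPKM (SD, n = 3, 0.04, SE 0.13, adjusted p 0.792), with the sign changing under the TMM factors of the unigene fit (-0.03) and a call lower when unigenes with the ortholog anywhere in their list were summed (-0.98).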

Meanwhile, there was no significant difference in the expression of genes encoding enzymes such as PGM, HK, TK, UXE, PFK, TSTA3 and UER1 between leaf and PLB, suggesting that the catalysis reactions performed by these enzymes are not restrictive steps for DOP biosynthesis. 

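UAE and GMDS, which act on nucleotide sugars, were called lower in PLBs. UAE fell from a mean of 37.4 FPKM in leaves to 20.0 in PLBs (n = 3, log2 fold change of the summed counts -1.05, SE 0.14, adjusted p 2.54e-04) under all 15 alternatives. GMDS, with 2 unigenes, fell from 8.96 ± 0.759 to 7.03 ± 0.345 FPKM (SD, n = 3, -0.57, SE 0.10, adjusted p 9.49e-04), while its unigene with the most counts alone rose by 0.91. XK rose from 3.03 ± 0.0632 to 4.79 ± 0.0909 FPKM (SD, n = 3, 0.43, SE 0.06, adjusted p 4.39e-04) under all 15 alternatives. UGD was not called, with 15.7 ± 1.12 FPKM in leaves and 19.6 ± 4.96 in PLBs (SD, n = 3, 0.08, SE 0.17, adjusted p 0.666), and its sign changed without A13 (-0.13).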

Genes encoding enzymes such as UAE, UGD, XK, AR and GMDS were negatively correlated with DOP content, these enzymes are all bifunctional and in closed-loop pathways (Fig. 5 a). This might indicate that these bifunctional enzymes have greater ability for degradation than polysaccharide biosynthesis.

Glycosyltransferases are a very widespread group of carbohydrate-active enzymes participating in glycan and glycoside biosynthesis in higher plants [38]. 

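By the KEGG ortholog at the top of their list, 434 unigenes belong to the 44 glycosyltransferase orthologs of Additional file 9: 189 to glucosyltransferases, 28 to fucosyltransferases, 110 to mannosyltransferases and 107 to xylosyltransferases. Counting unigenes with such an ortholog anywhere in their list gives 491, of which 242, 29, 111 and 109 fall in these classes. The BLASTX search was not repeated here.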

We identified 553 glycosyltransferase genes, including 305 glucosyltransferase genes, 29 fucosyltransferase genes, 110 mannosyltransferase genes and 106 xylosyltransferase genes, using BLASTX in the transcriptomes. 

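Of the 44 orthologs, 40 had enough counts to be tested: 19 of glucosyltransferases (5 called higher and 6 lower in PLBs), 5 of fucosyltransferases (2 and 1), 9 of mannosyltransferases (5 and 2) and 7 of xylosyltransferases (2 and 4). Over the 40, 14 were called higher and 13 lower, and adjusted over the list alone the numbers were the same. Limma on log2 mean FPKM moved them most, to 19 higher and 10 lower.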

From these, 22 full-length glucosyltransferases genes, 5 fucosyltransferase genes, 9 mannosyltransferase genes and 8 xylosyltransferase genes were identified. 

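CGT, UGT76C1_2, SGT1 and ALG11 were all called lower in PLBs than in leaves. Mean FPKM was 10.9 ± 0.864 in leaves and 1.35 ± 0.0912 in PLBs for CGT (SD, n = 3, log2 fold change of the summed counts -2.85, SE 0.09, adjusted p 3.14e-07). It was 9.99 ± 0.616 and 1.09 ± 0.0319 for UGT76C1_2 (-3.46, SE 0.09, adjusted p 1.99e-07). For SGT1 it was 7.35 ± 0.214 and 1.78 ± 0.158 (-2.78, SE 0.09, adjusted p 3.44e-07), and for ALG11 7.63 ± 0.261 and 3.39 ± 0.603 (-1.23, SE 0.12, adjusted p 4.63e-05). Every leaf library lay above every PLB library for CGT, UGT76C1_2 and SGT1, whose calls held under all 15 alternatives. The ALG11 unigene with the most counts alone was not called and had the opposite sign (0.14). Polysaccharide content was not analysed here.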

The expression levels in leaf and PLBs of genes encoding enzymes such as CGT, UGT76C1_2, SGT1 and ALG11 were in line with the patterns of DOP content, suggesting these could be candidate genes encoding enzymes involved in DOP biosynthesis in *D. officinale* (Fig. 5 b, Additional file 9).

### Analysis of differential gene expression in alkaloids biosynthesis

A previous study showed that the alkaloids in *D. officinale* are mainly terpenoid indole alkaloids (TIAs). 

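Over 33 enzyme features of alkaloid biosynthesis, where DHQ and SKDH share 1 ortholog, 6 were called higher and 17 lower in PLBs and 10 were not called, and adjusted over the list alone the numbers were 6 and 17. Library size only moved the number called higher most, to 11, with 15 lower. All 7 enzymes of the MEP pathway were called lower, with log2 fold changes from -3.24 (HDS) to -0.52 (CMS). Of 6 enzymes of the MVA pathway 2 were called higher and 1 lower (-0.38 to 1.46), of 6 features of the shikimate pathway 1 higher and 3 lower (-1.43 to 1.43), and of 5 enzymes from anthranilate to tryptophan 1 higher and 3 lower (-2.57 to 1.41).

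**Figure D2:**
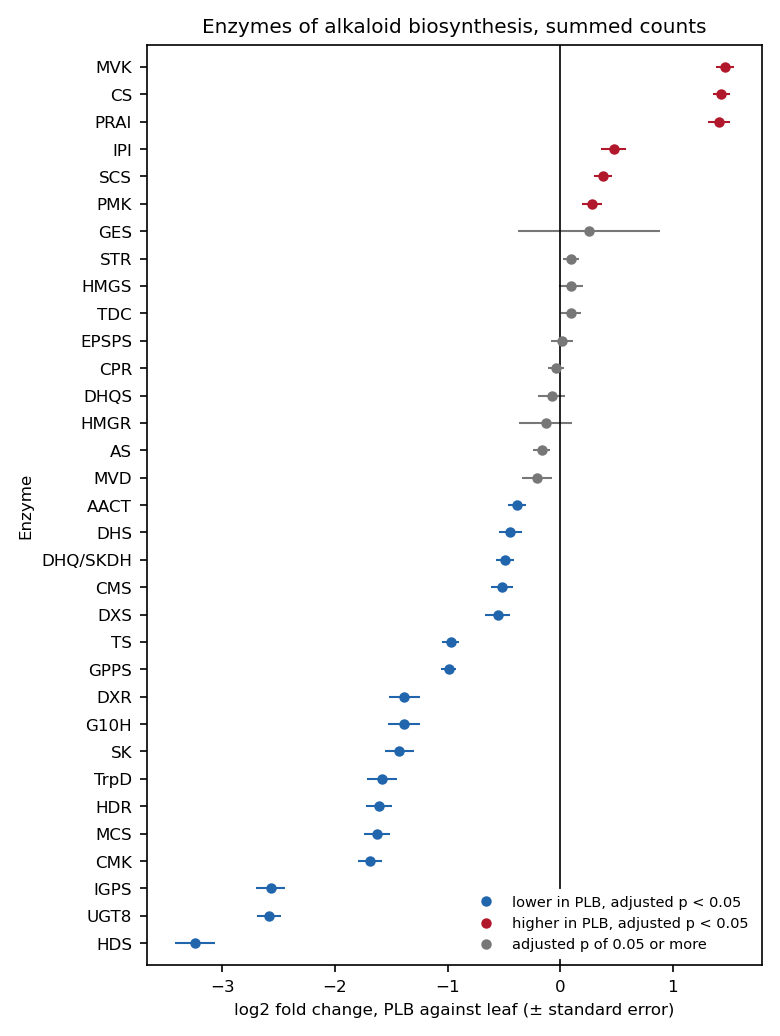
Log2 fold change of the summed counts, PLB against leaf, for 33 enzyme features of alkaloid biosynthesis, with points for the estimate from 3 libraries per tissue and bars for the standard error. Blue points were called lower and red points higher in PLBs at an adjusted p under 0.05 and grey points were not called; HDS (-3.24) lies farthest to the left and MVK (1.46) farthest to the right.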

We analyzed differences in expression of genes encoding enzymes upstream of MVA, MEP and Shikimate pathway between leaves and PLBs. There were significant differences between leaves and PLBs, but regulatory patterns among these genes were not consistent (Fig. 6 a). 

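The largest rises were those of MVK, from 1.60 ± 0.117 FPKM in leaves to 4.30 ± 0.130 in PLBs (SD, n = 3, SE 0.08, adjusted p 2.40e-06), CS, from 23.6 ± 1.50 to 69.1 ± 1.13 (SE 0.07, adjusted p 1.91e-06), and PRAI, from 0.347 ± 0.0276 to 0.932 ± 0.0401 (SE 0.10, adjusted p 7.07e-06). HDS fell from 31.4 ± 0.619 to 4.18 ± 1.16 FPKM (SD, n = 3, SE 0.18, adjusted p 2.45e-06), UGT8 from 7.94 ± 0.548 to 1.67 ± 0.179 (log2 fold change -2.58, SE 0.11, adjusted p 8.22e-07) and IGPS from 31.7 ± 0.774 to 5.45 ± 0.866 (SE 0.13, adjusted p 1.53e-06). These 6 kept their direction and their call under all 15 alternatives.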

Disorder of gene expression indicated that the intermediates upstream of TIA biosynthesis are not restrictive products, which was further verified by the expression of two genes encoding LAMT and TDC involved in biosynthesizing loganin and tryptamine, respectively. The content of alkaloids was higher in PLBs than in leaves, but the expression levels of genes encoding LAMT and TDC enzymes were lower in PLBs than in leaves. 

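TDC had a mean FPKM over 60 unigenes of 1.82 ± 0.0797 in leaves and 2.02 ± 0.334 in PLBs (SD, n = 3), and its summed counts were not called (log2 fold change 0.09, SE 0.09, adjusted p 0.348); 6 of its unigenes were called higher and 10 lower in PLBs. The call depends on the setting, since TDC was called higher with library size only (0.34) and lower by its unigene with the most counts (-0.45). The name of LAMT was found in no NR, SwissProt or KEGG description of a unigene, so LAMT was not analysed here.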

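SCS, found by the name secologanin synthase in the annotation of 25 unigenes, had a mean FPKM of 5.32 ± 0.194 in leaves and 8.78 ± 0.533 in PLBs (SD, n = 3). Its summed counts were called higher in PLBs (log2 fold change 0.38, SE 0.08, adjusted p 0.00239), with every PLB library above every leaf library in FPKM, while its unigene with the most counts alone was called lower (-0.47).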

There was no significant difference in expression of the gene encoding SCS between PLBs and leaves; SCS catalyzes the conversion of loganin into secologanin. In conclusion, most intermediates, especially loganin and secologanin, as direct substrates for strictosidine, were sufficient for biosynthesis of specific downstream alkaloids. 

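STR, found by the name strictosidine synthase in the annotation of 29 unigenes, had a mean FPKM of 8.37 ± 0.0990 in leaves and 11.3 ± 0.296 in PLBs (SD, n = 3), with every PLB library above every leaf library. The summed counts did not differ by this test (log2 fold change 0.10, SE 0.07, adjusted p 0.232), and 6 of the unigenes were called higher and 9 lower in PLBs. STR was called higher with library size only (0.34) and with limma on log2 mean FPKM (0.43), and lower by its unigene with the most counts (-1.48).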

The expression level of the gene encoding enzyme STR was much higher in PLBs than in leaves, meaning a higher content of precursor strictosidine is necessary for producing additional alkaloids in PLBs.

**Fig. 6:**
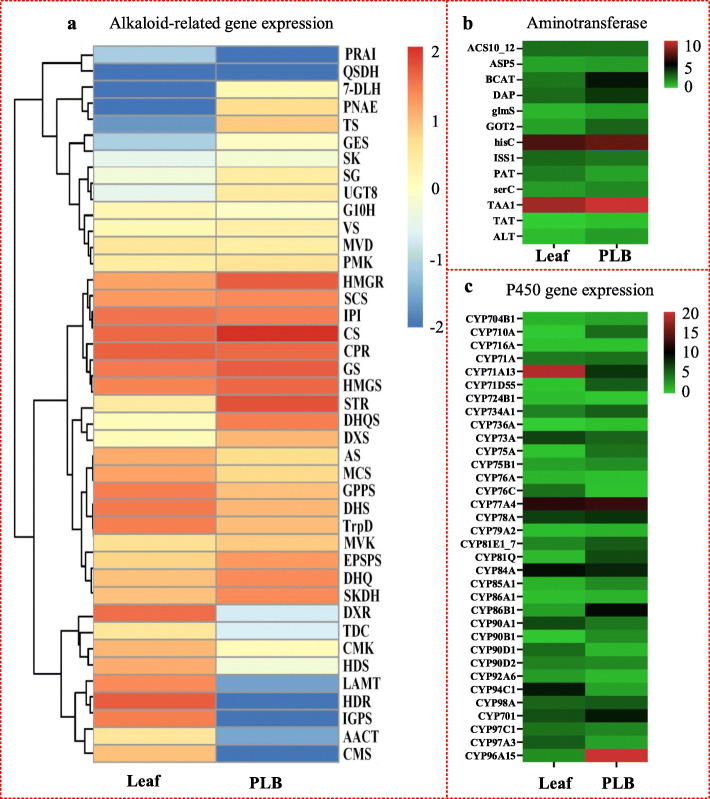
Average expression level of putative genes encoding enzymes involved in alkaloid biosynthesis in *D. officinale* between PLB and leaf. **a** Expression level variation of putative upstream and downstream genes in strictosidine biosynthesis in *D. officinale*. **b** Expression level variation among putative genes encoding aminotransferases involved in alkaloid biosynthesis in *D. officinale*. **c** Differences in expression level among putative p450 genes in alkaloids biosynthesis in *D. officinale*

In the downstream biosynthesis pathway of specific alkaloids in *D. officinale*, expression level of putative genes encoding enzymes SG, GS and PNAE were much higher in PLBs than in leaves, and the expression level of the gene encoding VS was slightly higher in PLBs (Fig. 6 a). 

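For SG, PNAE and VS, whose names were found in no NR, SwissProt or KEGG description, values are those of the unigenes of Additional file 13. GS is not in that file and was not analysed here. The SG unigene (Unigene35949_All, matched in NR to a beta-glucosidase) had a log2 fold change of 1.96 (SE 0.40, adjusted p 0.00280), above 1 in size but not called at 0.001. DESeq2 (log2 fold change 1.91) and limma on log2 FPKM (2.05) called it. The PNAE unigene (Unigene81702_All, matched to a salicylic acid-binding protein) had 0 counts in the 3 leaf libraries and 94 in the PLB libraries, which is at least 25.4-fold higher with TMM scaling against a floor of 3 counts over the leaf libraries. However, 85 of the 94 counts come from A14, and the unigene was removed by the filter on low counts. Without a filter its log2 fold change was 7.91 with an adjusted p of 0.0172, and with pooled counts it was called. The VS unigene (Unigene578_All, matched to a BAHD acyltransferase) had 89 counts in leaves and 138 in PLBs and did not differ (log2 fold change 0.35, SE 1.06, adjusted p 0.774).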

Genes encoding SG, GS and VS were therefore predicted to be involved in *D. officinale* alkaloids biosythesis. Moreover, these predicted genes involved in TIAs biosynthesis in *D. officinale* indicate that alkaloids of *D. officinale* might include strictosidine aglycone, geissoschizine and vinorine.

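PLB replicate A14 decides the direction of the VS unigene. FPKM was 1.34, 1.33 and 1.65 in leaves and 0.68, 5.81 and 0.15 in PLB replicates A13, A14 and A15, and without A14 the log2 fold change was -2.19 (adjusted p 0.0283). Limma on log2 FPKM also gave a negative sign (-0.55), and the exact permutation test gave p = 1. From the higher expression in PLBs the paper proposes that the genes encoding SG, GS and VS take part in the biosynthesis of D. officinale alkaloids.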

Some aminotransferases and P450 superfamily enzymes are necessary for alkaloid biosynthesis. 

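Of 29 P450 orthologs of Additional file 9 with enough counts, 11 were called higher and 10 lower in PLBs, and of 13 aminotransferase orthologs 6 higher and 6 lower; adjusted over the list alone the numbers were the same. The largest rises among the P450s were those of MAH1 (CYP96A15), from 0.103 ± 0.0874 FPKM in leaves to 25.3 ± 11.3 in PLBs (SD, n = 3, log2 fold change 7.72, SE 0.60, adjusted p 1.23e-05; 11 counts in leaves and 2781 in PLBs), CYP710A (4.68, SE 0.42, adjusted p 2.49e-05) and CYP90B1 (3.01, SE 0.18, adjusted p 3.77e-06). With any listed ortholog MAH1 rose by less (2.67) than CYP710A (4.69) and CYP90B1 (3.02). The largest falls were those of CYP76C (-3.84), CYP94C1 (-2.35) and CYP724B1 (-1.83), each with the same call under all 15 alternatives. Among the aminotransferases glmS (1.14, SE 0.12, adjusted p 5.34e-05), BCAT (0.96, SE 0.10, adjusted p 7.43e-05) and TAT (0.58, SE 0.08, adjusted p 3.24e-04) rose most. ASP5 (-3.82, SE 0.12, adjusted p 3.14e-07), ISS1 (-0.90) and PAT (-0.46) fell most. BCAT and ASP5 kept their call under all 15 alternatives. For glmS the call was lost with any listed ortholog (0.38), for ISS1 with the unigene with the most counts (-0.03) and for PAT with library size only (-0.21), and TAT was called lower by its unigene with the most counts (-1.29). Library size only left 2 aminotransferases called lower. Without A10, A11, A12, A13 or A14, the number of aminotransferases called higher was 4 in each case.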

By comparing expression levels between PLBs and leaves, we found that some aminotransferases and P450s were more highly expressed in PLBs than in leaves (Fig. 6 b, c, Additional file 9). We therefore speculated that some highly expressed aminotransferases and P450s might participate in alkaloid biosynthesis in *D. officinale*.

### Differential expression of genes in the flavone biosynthetic pathway

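Over 18 enzyme features of flavonoid biosynthesis, where ADT and PDT share 1 ortholog, 3 were called higher and 11 lower in PLBs and 4 were not called, and adjusted over the list alone the numbers were 3 and 11. Limma on log2 mean FPKM moved the number called lower most, to 7, as did the unigene with the most counts. Without A10 the numbers called higher and lower were 2 and 9, without A11 2 and 9, without A12 2 and 10 and without A14 2 and 13. CHS fell from 8.52 ± 1.07 FPKM in leaves to 0.865 ± 0.362 in PLBs (SD, n = 3, log2 fold change -3.92, SE 0.21, adjusted p 2.22e-06) and F3H from 13.2 ± 1.47 to 2.07 ± 0.542 (-3.19, SE 0.20, adjusted p 3.89e-06), both with the same call under all 15 alternatives.

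**Figure D3:**
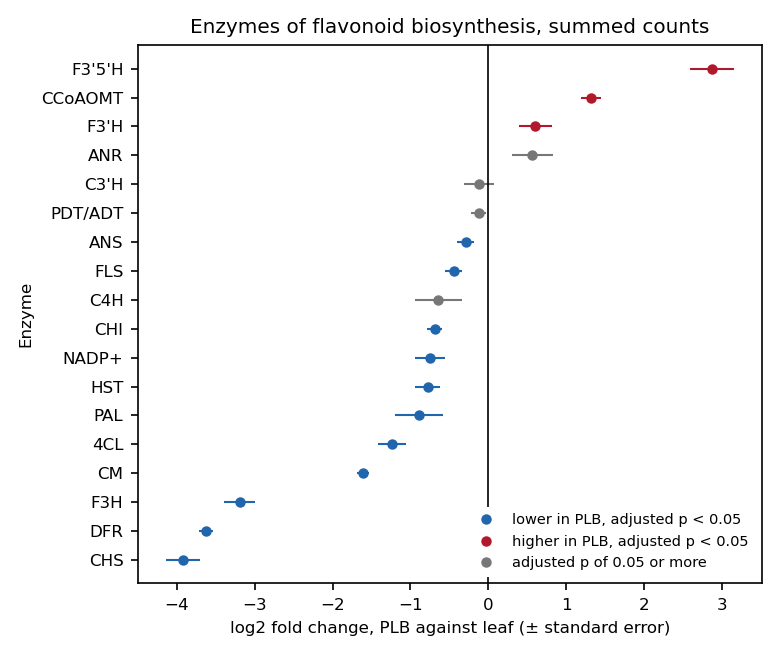
Log2 fold change of the summed counts, PLB against leaf, for 18 enzyme features of flavonoid biosynthesis, with points for the estimate from 3 libraries per tissue and bars for the standard error. Blue points were called lower and red points higher in PLBs at an adjusted p under 0.05 and grey points were not called; CHS (-3.92) and DFR (-3.63) lie farthest to the left and F3'5'H (2.87) farthest to the right.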

Expression levels of genes encoding enzymes involved in flavones biosynthesis were different between PLBs and leaves (Fig. 7). TAL and PAL were expressed more highly in leaves than in PLBs, which corresponded with the higher content of flavonoids in leaves. 

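PAL had a mean FPKM over 4 unigenes of 11.2 ± 1.77 in leaves and 7.19 ± 3.08 in PLBs (SD, n = 3, log2 fold change of the summed counts -0.89, SE 0.31, adjusted p 0.0287), with every leaf library above every PLB library. The call was lost without A10 (adjusted p 0.0654) or A11 (0.0863), with library size only (0.0831), with limma on log2 mean FPKM (0.0835) and for the unigene with the most counts (0.396), while the direction held in each. The name of TAL was found in no NR, SwissProt or KEGG description of a unigene, so TAL was not analysed here. Flavonoid contents were not analysed here.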

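ADT and PDT are 1 KEGG ortholog in the annotation, with 12 unigenes. Its mean FPKM was 7.02 ± 0.328 in leaves and 6.91 ± 0.771 in PLBs (SD, n = 3), and in PLBs it differed from that of PAL by less than the SD of either. Summed over unigenes and PLB libraries, the counts were 7651 for ADT and PDT and 3497 for PAL, which has 4 unigenes. The change between the tissues was not called (log2 fold change -0.12, SE 0.10, adjusted p 0.271) and has the opposite sign with library size only (0.12). It was called higher in PLBs by the unigene with the most counts (0.70) and lower without A14 (-0.21, adjusted p 0.0268).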

ADT and PDT were expressed much more highly than PAL or TAL in PLBs, suggesting that PLBs need to produce more L-phenylalanine as a substrate for downstream flavonoid biosynthesis. 

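ANS had a mean FPKM over 8 unigenes of 16.0 ± 0.616 in leaves and 14.1 ± 2.03 in PLBs (SD, n = 3), and was called lower in PLBs (log2 fold change -0.29, SE 0.11, adjusted p 0.0379). The call was lost without A10 (adjusted p 0.0926), A11 (0.0559), A12 (0.126) or A15 (0.0685) and with library size only (log2 fold change -0.05) or limma (-0.19), and the sign changed with any listed ortholog (0.11). ANR, with 1 unigene, had 3.56 ± 0.256 FPKM in leaves and 6.19 ± 1.90 in PLBs (SD, n = 3), every PLB library above every leaf library, and was not called (0.56, SE 0.26, adjusted p 0.0816). It was called higher in PLBs with library size only (0.81), limma on log2 mean FPKM (0.74) and without A15 (0.77), and lower with any listed ortholog (-3.12).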

The lower expression levels of ANS and ANR in leaves compared with PLBs suggested low contents of cyanidin and epicatechin in leaves of *D. officinale*.

**Fig. 7:**
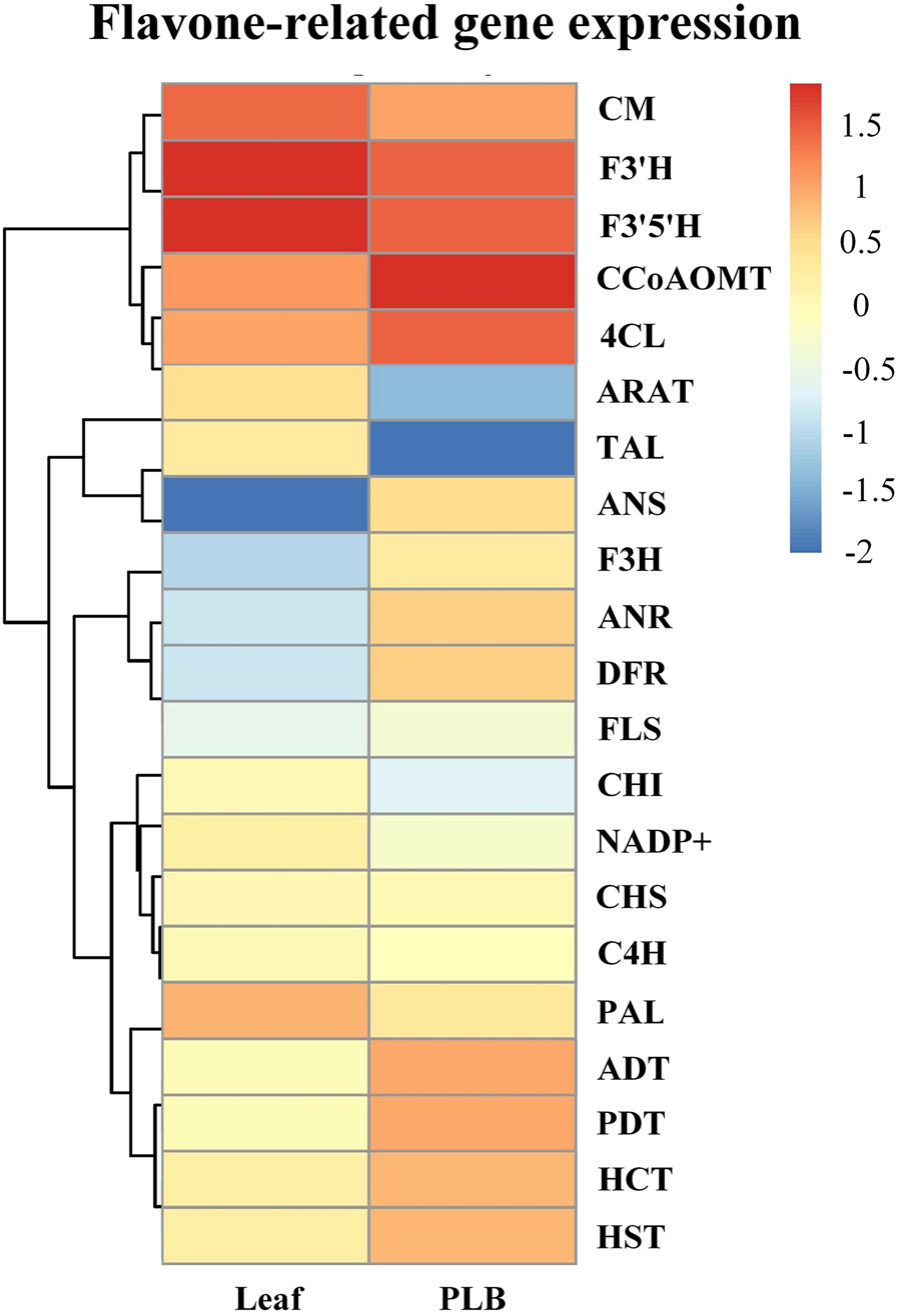
Average expression level of putative key genes encoding enzymes involved in flavonoids biosynthesis between leaves and PLBs of *D. officinale*

Naringenin could not be quantified in PLBs. 

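In PLBs the mean FPKM was 11.0 ± 1.03 for CHI (23 unigenes), 1.19 ± 0.123 for DFR (10 unigenes), 3.11 ± 1.02 for F3'H (13 unigenes) and 4.57 ± 1.08 for F3'5'H (1 unigene; SD, n = 3 for each). The order depends on the measure: counts summed over unigenes and PLB libraries were 31019 for CHI, 701 for DFR, 4475 for F3'H and 365 for F3'5'H, so that DFR is lowest by the mean over unigenes but lies above F3'5'H by the sum. CHI is highest by both.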

Based on low expression of CHI, high expression of DFR, and relatively high expression of F3’H and F3’5’H in PLBs, we concluded that naringenin is an intermediate product converted to downstream metabolites and not stored in PLBs. The naringenin content in leaves of *D. officinale* was too low to be detected. However, high expression of CHI, F3’H and F3’5’H, and lower expression of DFR indicated that naringenin might be transferred to stem and converted to downstream flavonoids. 

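In leaves the mean FPKM was 21.7 ± 0.0584 for CHI, 10.6 ± 0.384 for DFR, 2.14 ± 0.158 for F3'H and 0.527 ± 0.107 for F3'5'H (SD, n = 3 for each). From leaves to PLBs the summed counts fell by 0.69 on the log2 scale for CHI (SE 0.09, adjusted p 2.65e-04) and by a log2 fold change of -3.63 for DFR (SE 0.09, adjusted p 1.72e-07), and rose by 2.87 for F3'5'H (SE 0.28, adjusted p 4.04e-05). DFR and F3'5'H were called in these directions under all 15 alternatives and CHI under all but the unigene with the most counts (-0.39, adjusted p 0.0842). F3'H was called higher in PLBs (0.60, SE 0.21, adjusted p 0.0305), but the call was lost without A10 (adjusted p 0.0543), A11 (0.0781), A12 (0.0905), A14 (0.0588) or A15 (0.0640), with limma (0.0808) and with the TMM factors of the unigene fit (0.0509). Its unigene with the most counts alone was called lower (log2 fold change -5.87).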

Naringenin could be detected only in the stem of *D. officinale*. There is a possibility that a special organelle exists in the stem, functioning to accumulate naringenin and transfer it from the leaf to the stem in *D. officinale*. HCT and HST were more highly expressed in PLBs than in leaves, suggesting that most of the eriodictyol in PLBs comes from caffeoyl-CoA, which is consistent with relatively lower expression of F3’H and F3’5’H, and low naringenin content in PLBs.

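HST had a mean FPKM over 22 unigenes of 5.57 ± 0.330 in leaves and 3.59 ± 0.909 in PLBs (SD, n = 3), with every leaf library above every PLB library. Its summed counts were called lower in PLBs (log2 fold change -0.78, SE 0.16, adjusted p 0.00246) under all alternatives except the unigene with the most counts (-0.31, adjusted p 0.0635). HCT is not named apart from HST in the NR, SwissProt or KEGG descriptions and was not analysed here. From the levels of HCT and HST the paper proposes that eriodictyol in PLBs comes mostly from caffeoyl-CoA.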

### Validation of genes expression levels by real-time fluorescent quantitative PCR (RT-qPCR)

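Sequencing values of the 8 unigenes of Additional file 13 were taken from the test of single unigenes, beside an exact two-sided permutation test of FPKM, in which every unigene but that of VS reached the smallest p that 3 against 3 libraries allow, 0.1. The RT-qPCR values themselves were not analysed here. At an adjusted p of at most 0.001 and a log2 fold change of at least 1 in size, 4 of the 8 unigenes were called: those of STR, INV, CHI and ANS. DESeq2 called 6, adding SG and CslA.

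**Figure D4:**
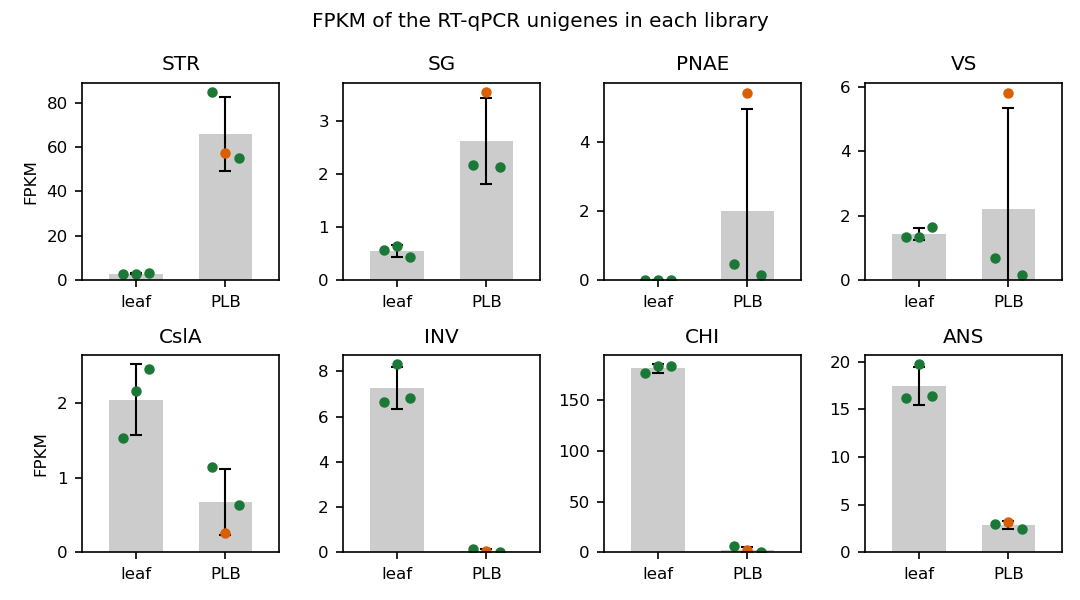
FPKM of the 8 unigenes of Additional file 13 in leaves and PLBs, with bars for the mean of 3 libraries, error bars for the SD and points for single libraries, PLB replicate A14 in orange. For PNAE (5.39) and VS (5.81) the A14 library lies far above the other PLB libraries.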

We verified the expression levels of genes encoding enzymes such as STR, SG, PNAE, VS, CslA, CHI, INV and ANS using RT-qPCR analysis (Fig. 8 a, b, c). Expression levels of genes encoding enzymes involved in alkaloids biosynthesis were higher in PLBs than in leaves (Fig. 8 a). 

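The STR unigene (CL12892.Contig2_All, matched in NR to strictosidine synthase-like 3) rose from 2.74 ± 0.218 FPKM in leaves to 65.8 ± 16.6 in PLBs (SD, n = 3, log2 fold change 4.27, SE 0.21, adjusted p 6.56e-06), and the sum of both contigs of its cluster rose by 1.46. The SG unigene had 0.547 ± 0.107 FPKM in leaves and 2.63 ± 0.809 in PLBs (SD, n = 3), from 43 and 206 counts. For the PNAE unigene FPKM was 0 in every leaf library and 0.45, 5.39 and 0.13 in A13, A14 and A15, with a mean over the PLB libraries of 1.99 and of 0.29 without A14. The VS unigene had a mean FPKM of 1.44 ± 0.182 in leaves and 2.21 ± 3.13 in PLBs (SD, n = 3), and of 0.415 in PLBs without A14. In the authors' deposited table the log2 fold changes are 4.59 for STR, 2.27 for SG, 7.56 for PNAE and 0.64 for VS.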

Meanwhile, expression levels of those genes encoding enzymes in polysaccharide and flavonoid biosynthesis were higher in leaves than in PLBs (Fig. 8 b, c). These results from RT-qPCR analysis were consistent with the data from RNA-seq analysis.

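The INV unigene (Unigene17023_All) fell from 7.26 ± 0.918 FPKM in leaves to 0.0700 ± 0.0755 in PLBs (SD, n = 3, log2 fold change -6.95, SE 0.57, adjusted p 3.85e-05, 743 and 7 counts). The CHI unigene (CL161.Contig4_All) fell from 181 ± 4.01 to 2.84 ± 2.82 (-6.31, SE 0.74, adjusted p 2.10e-04) and the ANS unigene (CL8052.Contig1_All) from 17.4 ± 1.98 to 2.86 ± 0.417 (-2.91, SE 0.20, adjusted p 2.15e-05). The CHI call at 0.001 was lost without A10 (adjusted p 0.00120), A11 (0.00145), A12 (0.00166) or A14 (0.00205), with little change in the estimate. The CslA unigene (CL5026.Contig4_All) fell from 221 to 74 counts over the 3 libraries of a tissue (log2 fold change -1.90, SE 0.50, adjusted p 0.00993), which is not called at 0.001. DESeq2 (-1.99) and the sum over the 5 contigs of its cluster (-1.05) called it. In the authors' deposited table the log2 fold changes are -6.72 for INV, -5.99 for CHI, -2.61 for ANS and -1.58 for CslA.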

**Fig. 8:**
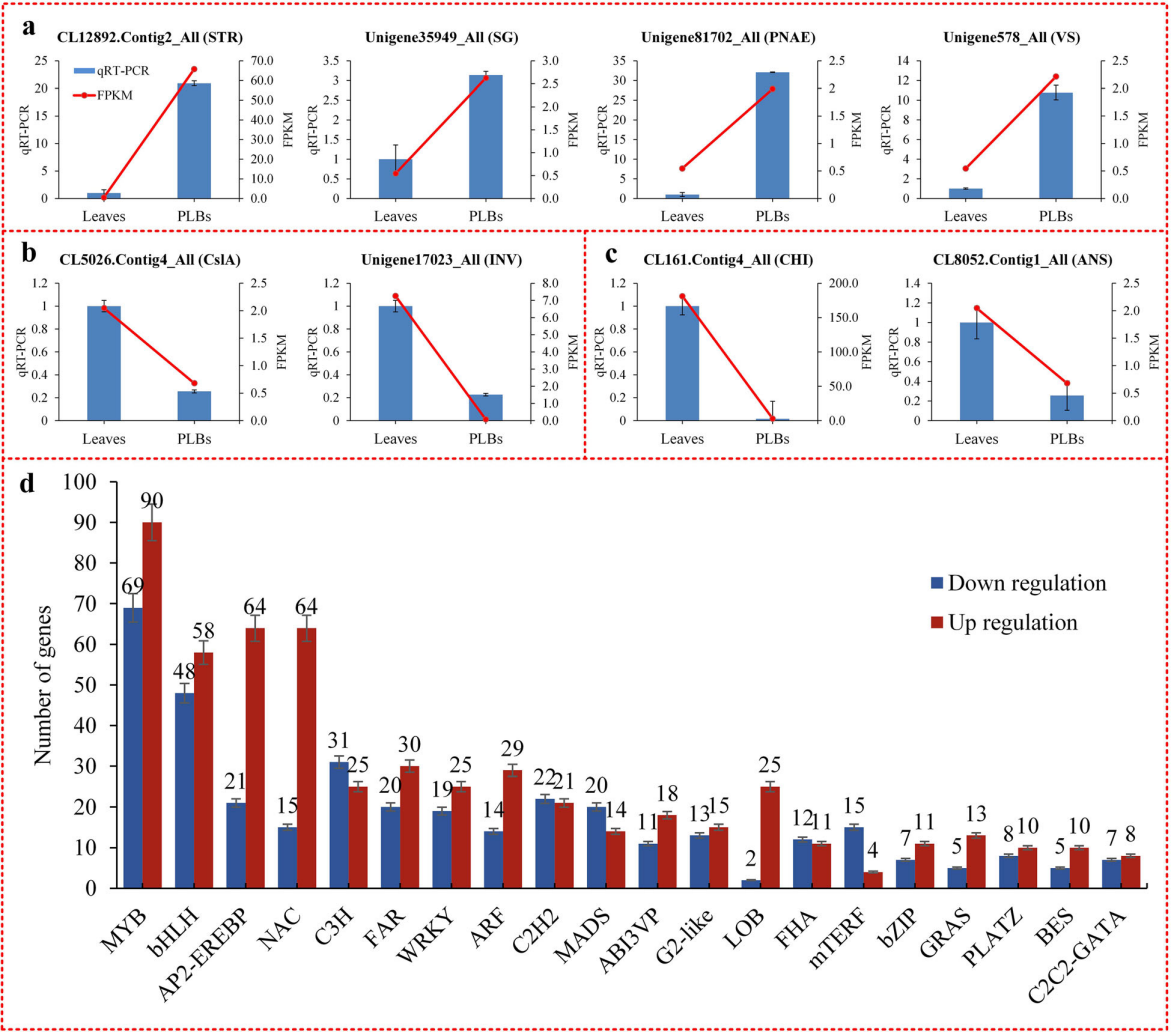
RT-qPCR analysis and number of differentially expressed transcription factors. RT-qPCR analysis of genes encoding enzymes involved in alkaloid biosynthesis (**a**), polysaccharide biosynthesis (**b**), and flavonoid biosynthesis (**c**). The number of major transcription factor genes up-regulation and down-regulation of in PLBs comparing to leaves of *D. officinale* (**d**)*.* Subunit 5.8S of rRNA was used as an internal gene for normalization. PLB and leaf samples were used as normalizers in each experiment. Blue bars represent RT-qPCR data, and red lines indicate FPKM values from RNA-seq. Data represent mean ± standard error of three replicates. The left Y-axis denotes relative expression levels of genes determined by RT-qPCR, and the right Y-axis denotes the FPKM values of RNA-Seq data

### Detection of transcription factor families

Transcriptional factors (TFs) play an important role in the regulation of secondary metabolites by coordinating the expression of biosynthetic genes and controlling the production of secondary metabolites in plants [39]. 

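Of 2893 unigenes with a transcription factor family, 2379 had enough counts to be tested and 1040 (43.7%) were called by the replicate-based test, in 54 families, against 39.7% of all tested unigenes. The pooled Poisson test without a filter, chosen after the data had been seen, gave the largest number, 1978, and cluster sums gave 570. Leaving out 1 library gave 489 without A10, 475 without A11, 428 without A12, 634 without A14 and 675 without A15.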

We identified 1113 unique putative transcripts encoding TFs differentially expressed between PLBs and leaves, which belonged to 51 known TF families (Additional file 10). 

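The families with the most called unigenes were MYB (132), bHLH (80), AP2-EREBP (69), C3H (60), NAC (58) and FAR1 (52). NAC had more than C3H with library size only, with cluster sums and by the pooled Poisson test without a filter, which was chosen after the data had been seen. MYB, AP2-EREBP, bHLH and NAC together hold 339 of the 1040 called unigenes (32.6%).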

Most belonged to the MYB, AP2/EREBP, bHLH and NAC families. 

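Over all families, 561 called unigenes were higher and 479 lower in PLBs, and with library size only 663 and 396; without A14 the larger group was the lower one (297 higher, 337 lower). Without A10 the numbers were 257 and 232, without A11 255 and 220, without A12 223 and 205 and without A15 342 and 333. By family, the numbers higher and lower were 75 and 57 for MYB, 40 and 29 for AP2-EREBP, 42 and 16 for NAC and 37 and 43 for bHLH, where library size only turns the order round (47 and 36). Leaving out 1 library changed the family counts as follows. For MYB the numbers higher were 31 without A10, 31 without A11, 29 without A12, 40 without A14 and 44 without A15, and the numbers lower 32, 27 and 25 without A10, A11 and A12. For AP2-EREBP they were 15, 15, 15 and 25 higher without A10, A11, A12 and A14, and 8, 8, 7, 16, 13 and 15 lower without A10 to A15 in order. NAC had 16, 16, 11 and 18 higher without A10, A11, A12 and A14, and 7, 5, 5 and 10 lower without A10, A11, A12 and A13. For bHLH there were 20, 20, 19 and 24 higher without A10, A11, A12 and A15, and 14, 15, 13, 25, 21 and 24 lower without A10 to A15 in order.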

The number of up-regulated and down-regulated TFs of each type is shown in Fig. 8 d, and a striking number of differentially expressed TFs were identified between PLBs and leaves.

## Discussion

Extraction method is reported to have little effect on the types of monosaccharide, but to influence the monosaccharide composition of heterogeneous polysaccharides [40]. The diffusion rate of polysaccharides in the HWE method night increase dramatically owing to the raised temperature of the water, improving the extraction efficiency [41]. Our results indicates that the HWE method is more suitable than the UAE method for DOPs extraction, consistent with this conclusion.

Among organs of *D. officinale,* the stem had the highest content of polysaccharides—up to 402.93 mg·g^− 1^ DW. This is consistent with the findings of previous researchers in *D. officinale* [22]. By contrast, PLBs had a lower content of polysaccharides, indicating that the PLBs cannot be used as a substitute for plant organs in producing DOPs.

In spite of the relatively low content of total alkaloids in *D. officinale*, more and more attention has been paid to their broad pharmacological activities, such as antipyretic, analgesic and anti-tumor effects [12]. PLBs were much more suitable for producing alkaloids in our study, providing a new strategy for future large-scale production of alkaloids in *D. officinale.*

KEGG enrichment analysis indicated that comparative RNA-Seq between leaves and PLBs was consistent with the contents of DOPs, alkaloids and flavonoids between PLBs and leaves of *D. officinale*. It also demonstrated our reasonable prediction of the putative biosynthesis pathway of DOPs, alkaloids and flavonoids in *D. officinale*.

Characterization of the correlation between the content of DOPs, alkaloids and flavonoids and comparative transcriptome sequence results allowed discovery of many putative genes encoding enzymes involved in biosynthesis of DOPs, alkaloids and flavonoids in *D. officinale*. Next, we will clone of the genes encoding enzymes such as SG, GS, PNAE and VS from *D. officinale* according to orthologous sequences from RNA-seq and construct the expression vectors to express recombinant proteins. The enzyme activities of these recombinant proteins in vitro will be assessed to validate their function in alkaloid biosynthesis. The expression patterns and substrate specificity of these putative enzymes and their subcellular localization will also need to be studied.

Previous reports indicate that TFs play important roles in regulating alkaloid biosynthesis, such as members of the apetala2/ethylene response factor (AP2/ERFs) [42, 43], C2H2 zinc fingers [44], WRKY [45] and basic helix-loop-helix (bHLH) [46] families that are involved in regulating TIA biosynthesis. ORCA3, an AP2/ERF TF, induces the expression of a number of TIA biosynthetic genes such as *G10H*, *CPR*, *STR*, *AS*, *TDC*, and *DXS* in the vindoline or tryptamine branch pathway [47, 48]. CrMYC, belonging to the bHLH family, activates ORCA3 and then induces expression of several TIA biosynthetic genes, such as *TDC* and *CPR* [49]. CrBPF1 is a MYB transcription factor that regulates the expression of *STR* in *C. roseus* [50]. In our study, we identified TFs such as MYB, AP2/EREBP, bHLH and NAC to be involved in alkaloids biosynthesis in *D. officinale*.

## Conclusions

The best protocol for PLB induction in *D. officinale* uses seed as explants and 1/2 MS + α-NAA 0.5 mg·L^− 1^ + 6-BA 1.0 mg·L^− 1^ + 2, 4-D 1.5–2.0 mg·L^− 1^ + potato juice 100 g·L^− 1^ as the full medium.

The distribution of polysaccharides, alkaloids and flavonoids among the organs of *D. officinale* plant was clarified in this study. Contents of polysaccharides, alkaloids and flavonoids are highest in stems, PLBs and leaves of *D. officinale*, respectively. Hot water extraction (HWE) is a better method than UAE for polysaccharides extraction from *D. officinale*. PLBs can be used as an alternative for producing alkaloids in *D. officinale*. However, naringenin is produced exclusively in stems, with no detectable amount in PLBs.

Comparative RNA-Seq analysis of *D. officinale* PLBs and leaves enabled identification of candidate genes encoding enzymes involved in polysaccharide, alkaloid and flavonoid biosynthesis. We report on genes encoding enzymes such as SG, GS and VS in alkaloids biosynthesis of *D. officinale* for the first time to our knowledge. Moreover, some TFs involved in regulating alkaloid biosynthesis are differentially expressed in leaves and PLBs of *D. officinale*.

## Methods

### Plant materials and reagents

Plants were from Huoshan County, Anhui Province, China, identified as *Dendrobium officinale* Kimura et Migo. They were grown at 25 ± 2 °C during the day and 23 ± 2 °C at night with 60–70% relative humidity and a light/dark cycle of 14/10 h in the greenhouse of Anhui University of Chinese Medicine, Hefei, China. A specimen of *D. officinale* used in this study has been deposited in the Herbarium of Anhui University of Chinese Medicine with the depository no. is ACM025738.

Standards of (+)-glucose, dendrobine, rutin and naringenin (> 98% purity) were purchased from Chengdu Push Bio-technology CO., Ltd. Methanol (HPLC grade) was purchased from Oceanpak, and CTAB-pBIOZOL reagent used for total RNA extraction was purchased from Bioflux (Beijing, China). HPLC-grade water was prepared using a water purification system from Pall Filter Co., Ltd. (Beijing, China). Plant growth regulators (PGRs) including 6-BA, α-NAA and 2, 4-D were purchased from Solarbio. Agents for induction and propagation of PLBs were purchased from Sinopharm group, and all of the other agents were analytical grade.

### Induction and propagation of *D. officinale* Protocorms and PLBs

*D. officinale* capsules approaching maturity, leaves, stem tips, stem fragments, and stems with nodes were collected and sterilized to induce protocorms and PLBs (capsules were punctured to release seeds as explants on medium under sterile condition); each explant was prepared with more than 30 replicates. Explants were placed on 1/2 MS medium + 2, 4-D 0.5 mg·L^− 1^ + 30 g·L^− 1^ sucrose + 7 g·L^− 1^ agar at pH 5.6 to 5.8, and placed in a tissue culture room at 70% relative humidity, 1600 lx illumination and 16/8 h light/dark for 60 days to identify the optimal explants for protocorms and PLBs induction.

Protocorms and PLBs induced as above were collected as explants to be cut into pieces of approximately 0.5 cm × 0.5 cm to proliferate more PBLs, and the optimum culture protocol for proliferation of *D. officinale* PLBs was screened. An L_16_(4^5^) orthogonal experiment without regarding interactions among factors was performed; the factors and their levels were selected on the basis of previous experiments and reports [51]. Four different concentrations of MS medium were used as test media (Factor A): 1/4MS, 1/2MS, MS and 2MS. Different concentrations of plant growth regulators were arranged in different combinations to screen the optimal combination: α-NAA (Factor B) (0.1, 0.2, 0.5 and 1.0 mg·L^− 1^), 6-BA (Factor C) (0.5, 1.0, 1.5 and 2.0 mg·L^− 1^) and 2,4-D (Factor D) (1.5, 2.0, 2.5 and 3.0 mg·L^− 1^). Explants in tissue culture with natural additives and fruit juice grew much better than those without natural additives and fruit juice [52, 53]. Therefore, for the PLBs proliferation process, potato juice was selected as an additive to accelerate PLB growth and propagation. To prepare this additive, 200 g fresh potato was chopped into small pieces, mixed with purified water to 1 L and boiled to a mush. The mushy potato was passed through gauze to collect the juice as additive. Concentrations of potato juice (Factor E) used were 50, 100, 150 and 200 g·L^− 1^. All test media for PLB proliferation included basic medium, plant growth regulators, potato juice, sucrose (30 g·L^− 1^) and agar (7 g·L^− 1^) at pH 5.6 to 5.8; the design of the orthogonal experiment table head is shown in Additional file 11. Each group comprised 10 bottles with 4 explants, and culture conditions were light/dark for 16/8 h per day, at 1600 lx and 25 (± 1) °C. Observations and statistical analysis were performed to analyze the propagation coefficient 2 months after inoculation. The propagation coefficient was calculated as follows: Propagation coefficient (%) = (FW_1_ – FW_0_)/ FW_0_ × 100%; FW0 and FW1 are the fresh weight before inoculation and after culture, respectively.

### Ultrasound-assisted extraction (UAE) and hot water extraction (HWE) of Total polysaccharides

Stems, leaves, roots and whole plants from approximately 3-years-old *D. officinale* and PLBs were harvested, cleaned and dried in an oven at 50 °C to a constant weight. Samples were ground to a fine powder using a pulverizer and sieved through an aperture of 40 mesh sieve. The water-soluble polysaccharides in *D. officinale* were extracted using the UAE method [41] and HWE method [8] with a few modifications. This allowed selection of the better technique for extraction of polysaccharides from *D officinale*.

The modified UAE method was as follows: 10 mL of double-distilled water was added to each 0.2 g pulverized sample, and the samples were homogenized in an ultrasonic cleaner at 40 °C, 40 Hz for 0.5 h and filtered through filter-paper to obtain the filtrate. The above steps were repeated once, and all filtrate was collected. The filtrate was concentrated at 55 °C until its volume was reduced to 10 mL. Next, 40 mL of ethanol was added into the concentrated filtrate, which was centrifuged at 4000 g for 5 min, and the supernatant was discarded. The resulting samples were dissolved in 25 mL of pure water and 25 mL of Savage reagent was added to remove impurities such as protein and nucleic acid. Sample were centrifuged at 1000 g for 5 min, and 20 mL of the supernatant was transferred into a 50 mL volumetric flask and mixed with pure water to a constant volume of 50 mL for polysaccharide extraction.

The HWE method with a few modifications was as follows: 0.3 g sample was placed in a round-bottomed flask, and 200 mL water was added. The sample solution was then heated and refluxed for 3 h. The reflux extract was cooled to room temperature before filtering. The filtrate was transferred into a 250 mL volumetric flask and mixed with double-distilled water to a constant volume of 250 mL. Then, 2 mL of sample solution was taken into a 15 mL centrifuge tube and 10 mL of solute ethanol was added, shaken and refrigerated for 1 h followed by centrifugation at 1000×g for 20 min. The supernatant was discarded, and the precipitate was washed twice with 8 mL of 80% ethanol. The final precipitate was dissolved in heated water and transferred to a 25 mL volumetric flask. The solution was cooled before mixing it with pure water to a constant volume of 25 mL for polysaccharide extraction.

### Determination of Total polysaccharides

A sample (1.0 mL) of each polysaccharide extract was transferred into a 10.0 mL test tube, then 1.0 mL of 5% phenol was added and vortexed quickly. The solution was mixed thoroughly before adding 5.0 mL of concentrated sulfuric acid, shaking and placing in a water bath at 100 °C for 20 min. The solution was then placed in an ice bath to cool for 5 min. The absorbance of the sample solution was measured at a wavelength of 488 nm using an ultraviolet/visible spectrophotometer with 1 mL of water as a blank; parallel detection was conducted three times. A standard curve was prepared from the D-glucose reference. Each sample was assayed three times, and the polysaccharide content was expressed as the weight of polysaccharides to the dried weight of starting materials.

### Extraction and determination of Total alkaloids

Sample powder (0.5 g) was placed into a 125 mL ground-mouth flask and mixed with 30 mL of petroleum ether. The sample mixture was placed in a constant temperature water bath (35 °C) to degrease for 30 min, then the supernatant was removed and the petroleum ether evaporated. The pH was adjusted with ammonium hydroxide, and 10.0 mL of chloroform was added. The solution was then refluxed for 2 h in a water bath at 80 °C and allowed to cool for 20 min at room temperature before filtering. The filtrate was obtained as total alkaloids solution.

Total alkaloids solution (5.0 mL) was mixed with 5 mL of chloroform, then 5.0 mL of pH 4.5 buffer and 2.0 mL 0.04% bromocresol green solution were added sequentially. The mixture was shaken vigorously for 3 min and let stand for 30 min before filtering. The filtrate (5.0 mL) was mixed with 1.0 mL 0.01 M NaOH-ethanol solution and vortexed. The absorbance of the samples was measured at 620 nm using a UV-visible spectrophotometer with chloroform as blank. A standard curve was prepared using dendrobine as reference (> 98% purity; bought from Chengdu Push Bio-technology Co., Ltd). (0.857, 1.714, 2.571, 3.429, 4.286, and 5.143 μg·mL^− 1^). Parallel detection was carried out three times, and the alkaloid content was shown as the weight of total alkaloids to the dried weight of starting materials.

### Extraction and determination of Total flavonoids

Sample powder (1.00 g) was dissolved in 50 mL of 70% ethanol and refluxed at 60 °C for 2 h, then filtered. The filtrate was mixed with 70% ethanol again to a constant volume of 50 mL to yield the total flavonoid extracts.

Total flavonoid extract (1.0 mL) was mixed with 5.0 mL of 70% ethanol, then 1.0 mL of 5% NaNO_2_ was added and mixed well. After standing for 6 min, 1.0 mL of 10% Al (NO_3_)_3_ was added and mixed well. The solution was allowed to stand for a further 6 min before adding 10 mL of 1 M NaOH and then mixing with 70% ethanol to 25 mL and standing for 15 min. The absorbance of the sample solution was measured at 510 nm using an ultraviolet/visible spectrophotometer. A standard curve was prepared from rutin as reference (2.208, 4.416, 6.624, 8.832, and 11.040 μg·mL^− 1^). Each sample was assayed three times, and the flavonoid content was shown as the weight of total flavonoids to the dried weight of starting materials.

### Extraction and quantification of Naringenin

Naringenin was extracted using optimized methods: methanol (20 mL) mixed with 20% hydrochloric acid (5.0 mL) was used as solvent; particle size of dry powder of *D. officinale* was < 0.355 mm; temperature was 80 °C; condensation reflux extraction time was 90 min; supernatant (20 mL) was evaporated using a rotating evaporator until dry. Methanol (5.0 mL) was added to dissolve naringenin, and the solution was filtered through a 0.22 mm nylon membrane filter before HPLC analysis.

HPLC analysis was performed on an Agilent HPLC system, including quaternary solvent management, sampler manager, separation system and detection systems. An Agilent C_18_ column (4.6 mm × 250 mm, 5 μm) was used at a column temperature of 30 °C. Standards and samples were separated using a gradient mobile phase consisting of 0.2% phosphate buffer (A) and methanol (B). The gradient elution program was as follows: 0.0–5.0 min, 0–25% B; 5.0–10.0 min, 25–30% B; 10.0–25.0 min, 30–40% B; 25.0–45.0 min, 40–55% B; 45.0–50.0 min, 55–60% B. The flow rate was 1 mL·min^− 1^, and naringenin was detected at 280 nm. The injection volume was 10 μL.

Naringenin stock solution was prepared and diluted to an appropriate concentration for preparation of a calibration curve. The calibration curve was prepared according to linear plots of naringenin concentration versus the corresponding chromato-graphic peak area.

### Total RNA extraction, construction of cDNA libraries and RNA-Seq

The ethanol precipitation protocol and CTAB-pBIOZOL reagent were used to purify total RNA from PLBs and leaves according to the manufacturer’s instructions (Bioflux), and each sample was prepared with three biological replicates. Tissue samples (80 mg) were ground into powder in liquid nitrogen and the powdered samples were transferred into 1.5 mL of preheated 65 °C CTAB-pBIOZOL reagent. The sample solution was incubated in a thermostatic mixer at 65 °C for 15 min to completely dissociate the nucleoprotein complexes. The supernatant was obtained by centrifuging the solution at 12,000×g, at 4 °C for 5 min. The supernatant was mixed with 400 μL of chloroform (per 1.5 mL of added CTAB-pBIOZOL reagent), and the sample mixture was centrifuged at 12,000×g, 4 °C for 10 min. The supernatant was transferred to a new 2 mL tube, and 700 μL of acidic phenol and 200 μL of chloroform were added followed by centrifugation at 12,000×g, 4 °C for 10 min. The aqueous supernatant was collected, and an equal volume of chloroform was added into it followed by centrifugation at 12,000×g, 4 °C for 10 min. An equal volume of isopropyl alcohol was added into the supernatant, and the mixture was placed at − 20 °C for 2 h to precipitate before centrifuging at 12000×g, 4 °C for 20 min; and the supernatant was removed. The RNA pellet was washed with 1 mL of 75% ethanol before being air-dried in a biosafety cabinet and dissolved in 50 μL of DEPC-treated water. Subsequently, quality control and quantification of total RNA were performed using a Nano Drop and Agilent 2100 bioanalyzer (Thermo Fisher Scientific, MA, USA).

Oligo (dT)-attached magnetic beads were used to purify mRNA. The purified mRNA was split into small pieces using fragment buffer at an appropriate temperature. Random hexamer-primed reverse transcription was performed to synthesize first-strand cDNA, followed by second-strand cDNA synthesis. A-Tail Mix and RNA Index Adapter were then added to repair the ends. The cDNA fragments obtained were amplified by PCR. The products were purified using Ampure XP Beads and dissolved in EB solution. Products were verified for quality control using an Agilent 2100 bioanalyzer. Double-stranded PCR products were denatured and cycled using the splint oligo-nucleotide sequences to obtain the final library in single-stranded circular DNA (ssCir DNA) format. The library was amplified with phi29 to obtain DNA nanoballs (DNBs), each molecule of which had over 300 copies. The DNBs were added into the patterned nanoarray, and 100 base pairs of reads was generated on the BGIseq500 platform.

### Functional annotation of Unigenes using a reference genome

Original sequencing data (original polymerase reads) produced from raw data generated by the Pacific Biosciences Sequel system were processed using the SMRT analysis package version 2.3.0 according to the IsoSeq protocol (Pacific Biosciences, https://www.pacb.com/products-and-services/analytical-software/smrt-analysis). ROIs (reads of insert) were generated from original polymerase reads having full passes > 0 and the predicted consensus accuracy > 0.75. According to whether the primers were 5′ primers, 3′ primers or poly-A tails, ROIs with a minimum length of 300 bp were divided into non-full-length and full-length transcribed sequences. The full-length sequences were processed to de novo consensus isoforms using the ICE (Iterative Clustering for Error Correction) algorithm and then polished using the Quiver quality-aware algorithm. High quality de novo consensus isoforms (expected Quiver accuracy ≥0.95) from each library were combined, and then redundancy was removed using CD-HIT [54] founded on the sequence similarity to get final, unique, full-length isoforms.

Final, complete subtypes were mapped to SwissProt (manually annotated and reviewed protein sequence database), NR (NCBI non-redundant protein sequence), KEGG (Kyoto Encyclopedia of Genes and Genomes), NT (NCBI non-redundant nucleotide sequence) and KOG (Clusters of Eukaryotic Orthologous Groups) databases using BLAST software (version 2.2.23) [55] with default parameters (under a threshold E-value ≤10–5) to obtain isoform annotations. GO (Gene Ontology) annotations and functional classifications were acquired using the Blast2GO program (version 2.5.0, E-value ≤10–5) [56] according to NR annotations. InterProScan5 software (version 5.11–51.0) [57] was used to acquire annotations from the InterPro database.

### Identification of differentially expressed genes (DEGs)

All clean reads were mapped to the full-length reference transcriptome using BLAST software. Gene expression levels were determined by the number of full-length transcripts belonging to a cluster after ice clustering and the CD-HIT process. Total isoforms counts were used to normalize the counts in each sample. DEGs were acquired using DEseq2 with Q value (adjusted *P* value) < 0.001 and fold change (FC) ≥ 2 or ≤ − 2 [58]. These DEGs were then carried into GO and KEGG enrichment with Phyper in the R package using Q value ≤0.05 as default.

### Comparative analysis of putative gene expression in metabolite biosynthesis pathways

The amino acid sequences of putative genes involved in the polysaccharide, alkaloid and flavonoid biosynthetic pathways were identified in the National Center for Biotechnology Information (NCBI) database (Additional file 12). All amino acid sequences of putative genes were mapped to the protein information from RNA-Seq using BLAST software to obtain the average FPKM value of each gene in each sample. Heatmaps of putative genes involved in polysaccharide, alkaloid and flavonoid biosynthesis were drawn based on FPKM value. Differences in expression levels of putative genes encoding enzymes involved in alkaloid, polysaccharide and flavone biosynthesis between PLBs and leaves were measured using the value of diffexp_log2fc_Cas-vs -Ctr (Cas is PLB, Ctr is leaf) for unigenes with high amino acid sequence identity from the RNA-seq database.

### Real-time fluorescent quantitative PCR (RT-qPCR) analysis

To verify RNA-Seq data, RT-qPCR analysis was conducted using a SuperReal PreMix Plus SyBr Green PCR kit (Qiagen) on a Cobas z480 Real-Time PCR System. Randomly selected candidate primers were designed using Primer Premier (version 5.0) (Additional file 13). Reactions contained 2.0 μl of diluted cDNA, 0.6 μl of each primer, 10 μl of 2 × SuperReal PreMix Plus, and 6.8 μl of RNase-free double-distilled water (ddH_2_O). All RT-qPCRs were performed as follows: denaturation at 95 °C for 15 min, followed by 45 cycles of 95 °C for 10 s, 58 °C for 20 s and 72 °C for 30 s. Successive RT-qPCR assays were performed using three biological replicates; to verify product specificity, melting curve analysis was performed after each amplification. A housekeeping gene (5.8S) was used as a reference, and the relative expression level of each gene was calculated using the 2^−ΔΔCt^ approach.

#### Statistical analysis

Experimental data are expressed as the mean ± standard deviation of three independent biological replicates. Statistical differences between samples were analyzed using two-way analysis of variance by SPSS (version 17.0). Values at *P* < 0.01 were considered statistically significant.

## Supplementary Information

**Additional file 1 **Putative biosynthetic pathway of polysaccharides in *D. officinale*.

**Additional file 2 **Putative biosynthetic pathway of the alkaloids in *D. officinale*.

**Additional file 3 **Putative biosynthetic pathway of the flavonoids in *D. officinale*.

**Additional file 4 **Contents of polysaccharides, alkaloids, flavonoids and naringenin among organs and PLBs of *D. officinale*.

**Additional file 5.** Core table of transcriptome sequencing.

**Additional file 6.** Genes annotation by mapping to databases.

**Additional file 7.** Information for differentially expressed genes.

**Additional file 8.** Pathway enrichment analysis of differential expressed genes.

**Additional file 9.** Putative genes involved in downstream pathways of polysaccharides and alkaloids biosynthesis.

**Additional file 10.** Classification of differentially expressed transcription factors.

**Additional file 11.** Table head design of L_16_(4^5^) orthogonal experiment for PLB proliferation.

**Additional file 12.** Enzymes involved in polysaccharide, alkaloid and flavonoid biosynthesis encoded by putative genes in corresponding pathways.

**Additional file 13.** Gene descriptions and primers used for RT-qPCR.

## Data Availability

The datasets supporting the conclusions of this article are available in the Sequence Read Archive (SRA) database of NCBI with the number GSE155403 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE155403). All of the data have been released.

## Abbreviations

TCM: Traditional Chinese Medicine
DOPs: *Dendrobium officinale* polysaccharides
Glc-1P: Glucose 1-phosphate
NDP-sugars: Nucleotide-diphospho-sugars
GTs: Glycosyltransferases
TIAs: Terpenoid indole alkaloids
PLBs: Protocorm-like bodies
DEGs: Differentially expressed genes
PGRs: Plant growth regulators
UAE: Ultrasound-assisted extraction
HWE: Hot water extraction
NCBI: National Center for Biotechnology Information
RT: Retention time
INV: β-fructofuranosidase
HK: Hexokinase
PGM: Phosphoglucomutase
XI: Xylose isomerase
AR: Aldose reductase
SDH: Sorbitol dehydrogenase
KK: Ketohexokinase
TK: Triokinase
PFP: Diphosphate-dependent phosphofructokinase
PFK: 6-phosphofructokinase
FBPase: Fructose-1,6-bisphosphatase
XK: Xylulokinase
UGE: UDP-glucuronate 4-epimerase
UXS1: UDP-glucuronate decarboxylase
UGPA: UTP-glucose-1-phosphate uridylyltransferase
UXE: UDP-arabinose 4-epimerase
UER1: 3,5-Epimerase/4-reductase
GGT: UDP-galacturonate decarboxylase
RHM: UDP-glucose 4, 6-dehydratase
scrK: Fructokinase
MPI: Mannose-6-phosphate isomerase
PMM: Phosphomannomutase
GMPP: Mannose-1-phosphate Guanylyl transferase
GMDS: GDP-mannose 4, 6-dehydratase
TSTA3: GDP-l-fucose synthase
UAE: UDP-glucuronate 4-epimerase
UGD: UDP-glucose 6-dehydrogenase
GGP: Glucose-1-phosphate guanylyltransferase
FKFBP: Fructose-2,6-bisphosphatase
SuS: Sucrose synthase
RMD: GDP-4-dehydro-D-rhamnose reductase
PGI: Glucose-6-phosphate isomerase
CslA: Cellulose synthase-like A
USP: UDP-sugar pyrophosphorylase
AACT: Acetyl-CoA acetyltransferase
HMGS: HMG-CoA synthase
HMGR: HMG-CoA reductase
MVK: Mevalonate kinase
PMK: Phosphomevelonate kinase
MVD: Mevalonate diphosphase decarboxylase
IPI: IPP isomerase
DXS: 1-deoxyxylulose-5-phosphate synthetase
DXR: 1-deoxy-D-xylulose-5-phosphate reductoisomerase
CMS: 4-diphosphocytidyl-2C-methyl- Derythritol synthase
CMK: 4-diphosphocytidyl-2C-methyl-D-erythritol kinase
HDR: 4-hydroxy-3- methylbut-2-en-1-yl diphosphate reductase
MCS: 2-C-methyl-D-erythritol 2,4- cyclodiphosphate synthase
HDS: 1-hydroxy-2-methyl- 2-(E)-butenyl-4- diphosphate syntfiase
GPPS: Geranyl diphosphate/farnesyl diphosphate synthase
GES: geranyl diphosphate diphosphatase
CPR: NADPH-hemoprotein reductase
G10H: Geraniol 8-hydroxylase
UGT8: 7-deoxyloganetic acid glucosyltransferase
LAMT: Loganate O-methyltransferase
7-DLH: 7-deoxyloganate 7-hydroxylase
SCS: Secologanin synthase
DHS: 3-deoxy-7-phosphoheptulonate synthase
DHQS: 3-dehydroquinate synthase
DHQ: 3-dehydroquinate dehydratase
SKDH: Shikimate dehydrogenase
QSDH: Quinate/shikimate dehydrogenase
SK: Shikimate kinase
EPSPS: 3-phosphoshikimate 1-carboxyvinyltransferase
CS: Chorismate synthase
AS: Anthranilate synthase
PRAI: Phosphoribosylanthranilate isomerase
TrpD: Anthranilate phosphoribosyltransferase
IGPS: Indole-3-glycerol- phosphate synthase
TS: Tryptophan synthase
TDC: Tryptophan decarboxylase
STR: Strictosidine synthase
SG: Strictosidine β-D-Glucosidase
GS: Geissoschizine synthase
PNAE: Polyneuridine-aldehyde esterase
VS: Vinorine synthase
CM: chorismate mutase
ARAT: Aromatic-amino-acid transaminase
ADT: Arogenate dehydratase
PDT: Prephenate dehydratase
NADP^+^: Arogenate dehydrogenase
ADH: Cyclohexadienyl dehydrogenase
PAL: Phenylalanine ammonia lyase
4CL: 4-coumarate CoA ligase
TAL: Tyrosine ammonia lyase
C4H: Cinnamate 4-hydroxylase
HCT: Quinate O-hydroxycinnamoyltransferase
HST: Shikimate O-hydroxy cinnamoyltransferase
CHS: Chalcone synthase
CHI: Chalcone isomerase
DFR: Dihydroflavonol-4-reductase
F3H: Flavonoid 3-hydroxylase
F3’H: Flavonoid 3′-monooxygenase
F3’5’H: Flavanoid 3′,5′-hydroxylase
DFR: Dihydroflavonol 4-reductase
CCoAOMT: Caffeoyl-CoA O-methyltransferase
ANS: Anthocyanidin synthase
ANR: Anthocyanidin reductase
FLS: Flavonol synthase
C3’H: 5-O-(4-coumaroyl)-D-quinate 3′-monooxygenase

How the deposited data were processed for this re-analysis (not part of the article)

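RNA-Seq compared leaves of greenhouse-grown D. officinale with PLBs, which the paper induced from seeds and propagated in culture, in 3 libraries per tissue (leaf replicates A10, A11 and A12; PLB replicates A13, A14 and A15). The authors sequenced on the BGISEQ-500 platform; the results section names Trinity and Tgicl for the assembly into unigenes, and the methods section names BLAST for mapping the reads. Per library they deposited expected counts (estimated reads per unigene, with reads that match several contigs divided among them), TPM and FPKM, of which the program is not named in the paper's text although the columns are those that RSEM writes. The p values and q values of the series table are the authors', as deposited, made by their comparison of PLBs with leaves before deposit. For the series they deposited a table with the FPKM of each library, the mean FPKM per tissue, the annotation, and their own log2 fold change, p and q for PLBs against leaves. The column names of that comparison name DEGseq, the results section a Poisson distribution method and the methods section DEseq2. The largest difference in FPKM between the table of the series and the library values was 0.

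Only the deposited counts, FPKM, lengths and annotation were used for the values given here; reads were not processed again, and the metabolite, medium and RT-qPCR measurements were not analysed. Expected counts summed to 17602153 to 18408442 per library, and the share of the 10 most abundant unigenes was 6.72% to 7.18% in leaves and 7.20% to 8.50% in PLBs. TMM factors were 0.892 to 0.903 in leaves and 1.07 to 1.14 in PLBs. A floor of 3 counts over the libraries of a tissue was used for a fold against a tissue at 0, and it covers counting error only.

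The comparison of unigenes used R 4.3.3 and edgeR 4.0.16: expected counts rounded to whole numbers, filterByExpr, TMM factors, and the quasi-likelihood F test (glmQLFit, glmQLFTest), with Benjamini-Hochberg adjustment over 70383 unigenes. A unigene was called at an adjusted p of at most 0.001 and a log2 fold change of at least 1 in size, which are the paper's thresholds. Standard errors of log2 fold changes are the size of the change divided by the square root of F. The spread between replicates for this fit was a biological coefficient of variation of 0.337, and 0.124 for the fit of orthologs. For enzymes, counts were summed over all unigenes with the same KEGG ortholog at the top of their list and tested in the same way over 4103 orthologs, with a call at an adjusted p under 0.05; where Additional file 12 gives an enzyme without a usable ortholog, unigenes were found by the enzyme's name in the annotation. FPKM of an enzyme is the mean over its unigenes with FPKM above 0 in a library of the series, taken per library. Enrichment of KEGG pathways used the hypergeometric upper tail in scipy 1.17.1, with Benjamini-Hochberg q over 139 pathways and the tested unigenes with a pathway as background. Single values were compared by an exact two-sided permutation test over all splits of the 6 libraries, which cannot go below p = 0.1. Other steps used DESeq2 1.42.0, limma 3.58.1, data.table 1.17.8, Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.

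The genes named in the text follow a rule: the 8 unigenes of Additional file 13; every enzyme the results text names; the glycosyltransferases that text names and the 3 P450s and 3 aminotransferases with the largest change each way among those called; the 3 unigenes higher and the 3 lower with the largest change among called unigenes with FPKM of at least 1 in every library and a mean of at least 10; and the transcription factor families the text names. The paper's own values for many of them, in its figures and additional files, had been seen when the rule was written. FKFBP, MVK, CS, PRAI, HDS, CMS, UGT8, IGPS, CHS and F3H, the families C3H and FAR1, and the contigs given as examples in the closing section fall outside the rule and were named after their values had been seen. For 1 enzyme of that text, which is counted in the totals of its list but left out of the alternatives and of the figure, the result is not reported here.

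The tests, the samples and the alternatives were fixed before the data were examined, except those named as chosen later. For unigenes the alternatives were DESeq2, RLE size factors, scaling by library size only, no filter on low counts, a mean FPKM of at least 1 as the filter, a Poisson test of counts pooled per tissue, limma on log2 FPKM with a pseudocount of 0.1 or 1, an adjusted p under 0.05 without a minimum fold change, sums over the contigs of a cluster, and leaving out each of the 6 libraries. For enzymes they were DESeq2, RLE size factors, the TMM factors of the unigene fit, any listed KEGG ortholog, limma on log2 mean FPKM with either pseudocount, the unigene with the most counts, no filter, and leaving out each library. Chosen after the data had been seen were the pooled Poisson test without a filter, library size only for the enzymes, and leaving out each library in the enrichment test. The pipeline was tested on simulated counts with the spread of these libraries and 200 changed features: edgeR called 184 of the 200 changed unigenes and DESeq2 188, the latter with 3 unchanged ones. The pooled Poisson test called all 200 and 2769 unchanged ones. For orthologs edgeR called all 200 and 14 unchanged ones of 4100 features. The changed features were few and their directions were drawn at random, whereas 27948 unigenes were called in the data. The simulation therefore cannot test whether TMM scaling holds when so many features differ, nor the effect of values high in a single library.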

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

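Of the tests below, the comparison of summed called contigs of a cluster with contigs drawn from different clusters was chosen only after the result was seen. The others were chosen before their result was seen.

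In 2724 clusters, some contigs were called higher and others lower in PLBs, a signal in data the paper did not analyse, since it counts contigs one by one. This is 55.2% of the 4938 clusters with at least 2 called contigs, and the 9645 called contigs in these clusters are 34.5% of all called unigenes. Examples, chosen after their values were seen, are CL8271, whose contigs are both annotated as the photosystem II 10 kDa polypeptide, with Contig2 rising from 23.8 ± 2.54 to 373 ± 58.8 FPKM and Contig1 falling from 6508 ± 177 to 584 ± 123 (SD, n = 3), and CL9733 (dnaJ protein homolog 2), with Contig2 rising from 357 ± 11.9 to 1021 ± 131 and Contig8 falling from 370 ± 9.68 to 94.3 ± 14.1.

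The tables argue against 3 technical explanations as the whole cause. If every cluster held unrelated contigs, the number of such clusters would lie in the range that shuffling the calls among clustered contigs gives. The 100 shuffles gave 3064 to 3236 (median 3138), above the 2724 found. This count cannot exclude that a part of the clusters holds unrelated contigs. Low counts are argued against by 730 such clusters in which a contig called each way has a mean FPKM of at least 10 in its higher tissue, and by a median total of 680 counts per contig. Reads from another organism are argued against by the share of these contigs whose best protein match is in Dendrobium, 87.2%, beside 85.8% of all clustered contigs tested.

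Unrelated contigs in a part of the clusters stay open. What also stays open is that reads of one gene may be divided between contigs differently in the tissues. Sums over the called contigs of each such cluster, scaled by library size only, changed by less than 2-fold in 55.4% of cases. Contigs that were not called were left out of these sums. For sums of contigs drawn from different clusters with the same calls, the share was 38.5% to 43.0% (median 40.7%). The median size of the log2 ratio was 0.89 for the clusters against 1.23 for the draws. Such a division could come from different isoforms in the tissues, which is a biological explanation the design allows and which was not tested, or from different alleles. The paper induced PLBs from seeds, so PLBs and leaves may come from different plants, and contigs of different alleles could then be called in opposite directions without any change of the gene. Of 188 orthologs of the ribosome, which both tissues need, 57 also hold unigenes called both ways; the 1113 tested unigenes of these orthologs have a median size of the log2 fold change of 1.60, and the sums of the orthologs 0.75. Over all tested unigenes and all ortholog sums the medians are 1.99 and 0.61, so the smaller change of sums is not particular to the ribosome. If the source plants differ, they differ together with the tissue in all 6 libraries, so these explanations cannot be told apart here. Until they are, a called contig of such a cluster is not on its own evidence that its gene changed.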

How the results depend on the processing

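Of the settings below, the pooled Poisson test without a filter, library size only for enzymes and orthologs, and leaving out libraries in the enrichment test were chosen only after the result was seen. No paired analysis was possible because the libraries are numbered A10 to A15 in sequence and no replicate number is shared between the tissues. Over 66 named fold changes and 997 pairs of a fold change and an alternative, 902 kept the direction and the side of the threshold, 37 lost and 34 gained a call with the same sign. A further 10 changed sign without a call in either setting and 14 changed sign with a call in at least one. In every alternative, 35 fold changes held. Among the 36 named enzymes, 15 held in every alternative, among them INV, SuS, CslA, FBPase, PMM, GMPP, DFR and F3'5'H. Where no cause is given below, the cause was not tested.

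For unigenes, tests that use less of the spread between replicates or a looser threshold raised the counts: pooled Poisson called 50608 (27743 higher), the same test without a filter 67101 (37359 higher, 29742 lower) and an adjusted p under 0.05 without a minimum fold change 51359 (25147 higher, 26212 lower). Cluster sums gave 14675 (6350 higher, 8325 lower), with fewer features to test. Leaving out a library, which leaves fewer samples, gave 11278 to 17822 called, 4591 to 6879 higher and 6687 to 10943 lower; the values for each library stand beside the counts in the results. DESeq2, RLE, library size only, both other filters and both limma settings stayed within 1.5 times. Transcription factor unigenes moved in the same way: pooled Poisson 1739 (1056 higher), without a filter 1978 (1208 higher, 770 lower), adjusted p under 0.05 1795 (1014 higher, 781 lower), cluster sums 570 (338 higher, 232 lower), and leaving out a library 428 to 739 (223 to 385 higher, 205 to 354 lower). Of the 8 RT-qPCR unigenes, 7 were called by the pooled Poisson test without a filter in place of 4.

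Unigenes expressed in both tissues fell to 58998 with FPKM above 0 in all 3 libraries and to 27044 with a mean FPKM of at least 1, by the construction of those rules. Enriched pathways numbered 13 against all unigenes with a pathway and 5 with the pooled Poisson calls. The share of reads on unigenes matched to Dendrobium was 83.0% in leaves and 80.6% in PLBs as a share of FPKM.

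For enzymes and orthologs, 11 of the 14 changes of sign came from taking only the unigene with the most counts: KK 5.90, GMDS 0.91, HK -0.38, TK -0.57, SCS -0.47, TDC -0.45, STR -1.48, ADT and PDT 0.70, F3'H -5.87, TAT -1.29 and ALG11 0.14, and 3 from summing unigenes with the ortholog anywhere in their list: TSTA3 -0.98, ANS 0.11 and ANR -3.12; in both, a different set of unigenes is measured. Of polysaccharide enzymes, 5 were called higher with DESeq2, 8 with library size only, 6 with limma at either pseudocount and 8 by the unigene with the most counts, and 3 to 5 when a library was left out (5 without A13 and 5 without A14). Alkaloid enzymes called higher numbered 11 with library size only and 10 with limma at either pseudocount. Flavonoid enzymes called lower numbered 7 with limma at either pseudocount and 7 by the unigene with the most counts. Aminotransferases called higher numbered 3 by the unigene with the most counts, and those called lower 2 with library size only and 3 with limma at either pseudocount.

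Depth limits the unigenes seen in 1 tissue only, most of which have under 10 counts, and the PNAE unigene, which was tested only without a filter. The 6 libraries can be split into 3 and 3 in 10 ways. Only 1 of them, the real one, reached the number of called unigenes, orthologs and transcription factor unigenes. With 3 libraries per tissue that share cannot go below 0.1, so the share cannot decide about chance. The real split gave 27948, 3107 and 1040 calls, and every other split gave 0. Every other split mixed leaf and PLB libraries in both groups, which widens the spread within a group. Their 0 calls therefore cannot show what chance alone would give. Pearson's r was 0.403 to 0.456 between the tissues, 0.946 to 0.949 within PLBs and 0.970 to 0.971 within leaves. These correlations argue against chance differences between like libraries as the source of the calls.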

Differences from the paper's values

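The paper's number of differentially expressed unigenes is 71307, with 39597 higher and 31710 lower in PLBs; the replicate-based test gave 27948, with 11858 higher and 16090 lower. Among the alternatives set before the data were examined, the pooled Poisson test came within 1.5 times of all 3 numbers (50608, 27743 and 22865), and an adjusted p under 0.05 without a minimum fold change of the total (51359) and the number lower (26212) but not of the number higher. DESeq2, RLE, library size only, no filter, the filter on mean FPKM, limma at either pseudocount, cluster sums and leaving out any library did not. The pooled Poisson test without a filter, chosen after seeing the values, came within 1.5 times of all 3 (67101, 37359 and 29742) and drops 4220 of the unigenes the paper calls. Counting calls by the same thresholds in the authors' deposited table gives the paper's 3 numbers.

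For unigenes expressed only in PLBs the paper's text gives 11976, and 27242 were found; none of the other detection rules or leave-outs came within 1.5 times. The text gives 27242 for leaves, where 22976 were found. Numbers printed in Fig. 4b are those found here for each tissue.

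The paper's number of glucosyltransferase unigenes is 305, and 189 were found by the ortholog at the top of a unigene's list; any listed ortholog gave 242, within 1.5 times. The paper's enrichment table has 2 pathways with q of at most 0.05, and 8 were found here; none of the alternatives, including leaving out a library, which was chosen after seeing the values, came within 1.5 times.

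Mean FPKM in Fig. 8, read by eye, differs for the STR unigene in leaves (about 0.70 in Fig. 8a; 2.74 found), the PNAE unigene in leaves (about 0.55 in Fig. 8a; 0 found), the VS unigene in leaves (about 0.55 in Fig. 8a; 1.44 found) and the ANS unigene in leaves and PLBs (about 2.1 and about 0.68 in Fig. 8c; 17.4 and 2.86 found). No alternative changes an FPKM, so none comes closer. In leaves the CslA unigene had 2.05 and the SG unigene 0.547, which lie at the values read for ANS and for PNAE and VS in leaves.

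In Additional file 9, average FPKM of some orthologs differs from the mean over unigenes with that ortholog at the top of their list. The paper's value and the value found are 4.49 and 7.22 for LUT1 in leaves, 3.51 and 5.73 for LUT1 in PLBs, 3.17 and 0.103 for MAH1 in leaves, 1.83 and 22.3 for ASP5 in leaves, 3.25 and 12.1 for DAP in leaves, 4.50 and 17.2 for DAP in PLBs, 1.92 and 3.32 for glmS in PLBs, 2.93 and 1.52 for ISS1 in PLBs, 9.95 and 15.9 for TAA1 in leaves, 0.787 and 1.20 for TAT in leaves, 6.99 and 10.9 for CGT in leaves, 2.54 and 4.54 for UGT85B1 in leaves, 3.79 and 1.11 for UGT85B1 in PLBs, 1.66 and 1.09 for UGT76C1_2 in PLBs, 0.690 and 1.10 for UGT73C6 in leaves, 8.48 and 1.63 for UGT73C6 in PLBs and 3.73 and 6.16 for AS in leaves. With any listed ortholog, the alternative that changes these means, all but that of ASP5 came within 1.5 times. AS is here a glucosyltransferase ortholog and not anthranilate synthase. Over 164 averages of that file, 99 lay within 1% of the value found here, and 156 with any listed ortholog.

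The paper's Additional file 10 has 64 AP2-EREBP, 58 bHLH and 64 NAC unigenes higher in PLBs; 40, 37 and 42 were found. That file holds the paper's 1113 transcription factor unigenes, while the thresholds above give 2007 in the authors' deposited table (1227 higher), and its rule is not given in the sources used here. Within 1.5 times came DESeq2, library size only, no filter, pooled Poisson, limma at either pseudocount and an adjusted p under 0.05 without a minimum fold change for all 3 families. The pooled Poisson test without a filter, chosen after seeing the values, came within 1.5 times for AP2-EREBP and NAC (92 and 96) but not for bHLH (95). RLE, the filter on mean FPKM, cluster sums and leaving out any library did not. How many of the unigenes in Additional file 10 that later test drops was not analysed here.

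Several directions also differ. The paper averages FPKM over unigenes found by BLAST. The enzyme values below, unless said otherwise, are log2 fold changes of counts summed over unigenes chosen by KEGG ortholog or by name. Both the measure and the set of unigenes therefore differ. The paper lists UGPA and USP among enzymes higher in leaves; UGPA was called higher in PLBs (0.41) and USP was not called (0.40), while the other 10 of that list were lower in PLBs. Of its 7 enzymes without a difference, 4 were called lower in PLBs (UXE -1.21, UER1 -0.74, PGM -0.51, PFK -0.34); PGM was not called with limma, nor PFK with library size only. Among its enzymes opposed to polysaccharide content, UAE (-1.05) and GMDS (-0.57) were lower in PLBs, where the content is also lower by the paper, XK was higher (0.43) and UGD not called; GMDS (0.91) was higher by the unigene with the most counts. It describes the SuS difference as mild beside that of INV; SuS changed by -3.75 and INV by -2.20.

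For alkaloids, the paper has TDC lower in PLBs; it was not called (0.09), and was lower by its unigene with the most counts (-0.45). SCS, found by name and given by the paper as without a difference, was called higher in PLBs (0.38), but lower by its unigene with the most counts (-0.47). STR, given as much higher in PLBs, was not called as a sum over 29 unigenes found by name (0.10). Library size only called that sum higher (0.34). Mean FPKM over these unigenes, which is closer to the paper's measure, was higher in every PLB library and was called higher by limma (0.43). The unigene with the most counts was called lower (-1.48), while the STR unigene of the RT-qPCR was higher (4.27). VS, given as slightly higher, was not called (0.35), and its sign changed without A14 (-2.19). The SG unigene, given as much higher in PLBs, was higher (1.96) but not called at 0.001. It was called by DESeq2 (1.91), by limma, by an adjusted p under 0.05 without a minimum fold change and by both pooled Poisson tests, of which that without a filter was chosen after seeing the values.

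For flavonoids, the paper has DFR high in PLBs and lower in leaves; it was lower in PLBs (-3.63). F3'H and F3'5'H, given as high in leaves and as relatively high in PLBs in one place and as lower in PLBs in another, were called higher in PLBs (0.60 and 2.87), and F3'H was lower by its unigene with the most counts (-5.87). ANS, given as lower in leaves, was called lower in PLBs (-0.29; its RT-qPCR unigene -2.91, as in Fig. 8c) and was higher with any listed ortholog (0.11, not called). HST, given as higher in PLBs, was called lower there (-0.78). ADT and PDT, given as much higher than PAL in PLBs, had a mean FPKM over 12 unigenes of 6.91 beside 7.19 over 4 for PAL, but summed counts in PLBs of 7651 beside 3497, which is the paper's direction.

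Among pathways, the paper names phenylpropanoid biosynthesis (q 0.803), flavonoid biosynthesis (0.0559), fructose and mannose metabolism (1) and indole alkaloid biosynthesis (1) as enriched. Phenylpropanoid biosynthesis passed with the pooled Poisson calls (0.0487) and cluster sums (0.00585), and flavonoid biosynthesis against all unigenes with a pathway (2.84e-04). Photosynthesis (4.25e-07), carbon fixation (1.36e-04) and isoflavonoid biosynthesis (0.00200), which it also names, passed here. By the paper's own test their q values were 0.0608, 0.0605 and 0.0608. The paper gives an FPKM of at least 1 for its number of quantified unigenes, which was found here with FPKM above 0. It states that most differentially expressed transcription factors fall in MYB, AP2-EREBP, bHLH and NAC; these hold 32.6%.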

Other observations

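Below, the count of unigenes high in A14 and the counts over splits of the libraries were chosen only after the result was seen. The comparison with the authors' calls was chosen before. The pooled Poisson test without a filter, which that comparison uses, was chosen after the data had been seen.

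The unigenes of PNAE and VS are high in PLB replicate A14 alone. If A14 were out of line across the transcriptome, more unigenes would be over 4 times higher in A14 than in both other PLB replicates than is the case for A13 or A15. The count for A14 was 334, beside 610 for A13 and 468 for A15, out of 73770 unigenes with at least 50 counts. In the other direction A14 had the largest count of the PLB replicates, with 901 unigenes over 4 times lower than in both others, beside 597 for A13 and 889 for A15. Unigenes with counts numbered 95749 in A14, beside 105720 in A13 and 107083 in A15, and unigenes without a protein match held 3.56% of the FPKM, beside 5.71% and 6.36%. These values go both ways, so it stays open whether A14 is out of line across the transcriptome. No biological explanation was tested, since the design names no difference between the PLB libraries, and the reason for the high values in A14 stays open as well.

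The number of calls in the authors' deposited table is larger than that of the replicate-based test. A test that pools the replicates, as the results section's Poisson method might, would call about as many unigenes and share most of them. Without a filter it called 67101 and shared 67087 of the 71307 calls (94.1%), which is consistent with replicates having been pooled in that comparison. Of the 27948 unigenes called by the replicate-based test, 27510 (98.4%) are also called in the authors' deposited table, all with the same sign. A further 20399 of the calls in that table were not tested in the replicate-based test because of low counts, and 90 rest on a total of under 10 counts over the 6 libraries.

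Other splits of the 6 libraries into 3 and 3 were counted for called unigenes, orthologs and transcription factor unigenes. In each case 1 of 10 splits, the real one, gave as many calls. In a design of 3 against 3 that share cannot fall under 0.1, so it cannot decide about chance. The real split gave 27948, 3107 and 1040 calls, and every other split gave 0. Those splits mixed both tissues in each group, so their 0 calls cannot show what chance alone would give. Library pairs were more alike within a tissue than between the tissues. That difference argues against chance differences between like libraries as the source of the calls.

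By the organism of the best protein match in the deposited annotation, Dendrobium takes 83.3% ± 0.0858 of the counts in leaves and 83.2% ± 0.152 in PLBs (SD, n = 3), Phalaenopsis 6.81% ± 0.00489 and 7.61% ± 0.375 and Apostasia 1.32% ± 0.00872 and 1.60% ± 0.0172. Unigenes without a match take 1.48% ± 0.0192 of the counts in leaves and 1.73% ± 0.318 in PLBs.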
